# RNA m^6^A reader YTHDF2 facilitates lung adenocarcinoma cell proliferation and metastasis by targeting the AXIN1/Wnt/β-catenin signaling

**DOI:** 10.1038/s41419-021-03763-z

**Published:** 2021-05-13

**Authors:** Yin Li, Hao Sheng, Feng Ma, Qiang Wu, Jianfang Huang, Qiang Chen, Lianghe Sheng, Xinghai Zhu, Xiaoxi Zhu, Meng Xu

**Keywords:** DNA methylation, Non-small-cell lung cancer

## Abstract

Lung adenocarcinoma (LUAD) remains a leading cause of cancer-related deaths worldwide. YTHDF2 is a reader of N^6^-methyladenosine (m^6^A) on RNA and plays a critical role in the initiation and propagation of myeloid leukemia; however, whether YTHDF2 controls the development of LUAD remains to be explored. Here, we found that YTHDF2 was significantly upregulated in LUAD compared with paracancerous normal tissues, and YTHDF2 knockdown drastically inhibited, while its overexpression promoted, cell growth, colony formation and migration of LUAD cells in vitro. In addition, YTHDF2 knockdown significantly inhibited tumorigenesis in a murine tumor xenograft model. Through the integrative analysis of RNA-seq, m^6^A-seq, CLIP-seq, and RIP-seq datasets, we identified a set of potential direct targets of YTHDF2 in LUAD, among which we confirmed AXIN1, which encodes a negative regulator of the Wnt/β-catenin signaling, as a direct target of YTHDF2. YTHDF2 promoted AXIN1 mRNA decay and subsequently activated the Wnt/β-catenin signaling. Knockout of AXIN1 sufficiently rescued the inhibitory effect of YTHDF2 depletion on lung cancer cell proliferation, colony-formation, and migration. These results revealed YTHDF2 to be a contributor of LUAD development acting through the upregulation of the AXIN1/Wnt/β-catenin signaling, which can be a potential therapeutic target for LUAD.

## Introduction

Lung cancer is the leading cause of cancer-related mortality globally^1^. Lung adenocarcinoma (LUAD) represents the most common subtype, accounting for ∼40%, of lung cancer. LUAD patients are generally diagnosed late in the course of the disease^2^. Despite of the advancement of molecular diagnostics, targeted therapies and immunotherapies, the average 5-year survival rate of LUAD remains as low as 15%^3,4^. Therefore, understanding the molecular mechanism of the initiation and progression of LUAD is essential for developing future diagnostic and therapeutic strategies.

Epigenetic modifications are deeply involved in oncology. The N6-methyladenosine (m6A) modification of RNA is a reversible and dynamic epigenetic event other than DNA and histone modifications^5–7^. m6A is mostly found on mRNA in eukaryotic cells, but also exists on lncRNA, circRNA, microRNA, tRNA, rRNA, and snoRNA. N6-methylation is usually found in the adenosine embedded in the consensus sequence RRm6ACH, especially near the stop codon of mRNA transcripts. mRNA destiny and functions, such as alternative polyadenylation and pre-mRNA splicing, mRNA stability, decay, localization, transport, and translation, are regulated by proteins that catalyze the formation, removal, and reading of m6A^8–11^. The functions of these proteins in cancer are not completely understood. METTL3 and METL14, two m6A methyltransferases, exert completely opposite effects on the migration of hepatocellular carcinoma^12,13^. METTL3 facilitates cell growth, survival and invasion in gastric cancer, but plays an antioncogene role and is a favorable prognostic factor in colorectal cancer^14–16^. YTH N6-methyladenosine RNA binding protein 2 (YTHDF2) is a member of the YTH domain family^17,18^. It has been reported that YTHDF2 recognizes dynamic m6A modification to influence the translation status and lifespan of mRNA^8,19^. By contrast, Sheng demonstrated that YTHDF2 directly binds to the m6A modification site of the three prime untranslated region (3′-UTR) of 6-phosphogluconate dehydrogenase (6PGD) to promote 6PGD mRNA translation, but does not cause transcription degradation^20^. YTHDF2 promoted tumorigenesis of acute myeloid leukemia (AML) through recognizing m6A on, and promoting degradation of, TNFR2 mRNA, resulting in reduced sensitivity of AML Cells to TNF^21^. YTHDF2 inhibits cell growth and proliferation by destroying the EGFR mRNA in hepatocellular carcinoma, but promotes cell growth by promoting 6-phosphogluconate dehydrogenase mRNA translation in lung cancer^20,22^. Therefore, YTHDF2 may exert different effects on different cancers by targeting mRNA transcripts of different genes, and further elucidation of the role of YTHDF2 and its new targets in the development of LUAD is needed.

In our present study, we showed that YTHDF2 expression was abnormally up-regulated in LUAD, and that YTHDF2 was crucial for lung cancer cell tumorigenesis and metastasis. We also identified a new target of YTHDF2, AXIN1, which is a negative regulator of Wnt/β-catenin pathway. Knockdown of YTHDF2 promoted expression of AXIN1, leading to the inhibition of the Wnt/β-catenin pathway. In summary, our data revealed YTHDF2-catenin AXIN1-Wnt/β-catenin to be a new pathway favoring LUAD tumorigenesis and metastasis, which can be targeted for the treatment LUAD.

## Results

### YTHDF2 was highly expressed in lung adenocarcinoma

We analyzed The Cancer Genome Atlas (TCGA) and CHOICE datasets of Chinese patients with NSCLC to evaluate the expression profiles of m6A “write”, “eraser”, and “reader” genes (WERs) in LUAD^23^. The results showed that in both datasets, the mRNA expression levels of METTL3, VIRMA, RBM15, RBM15B, HNRNPA2B1, HNRNPC, EIF3A, YTHDF1, and YTHDF2 were significantly increased, and FTO in LUAD was significantly decreased compared with adjacent normal tissue. Interestingly, YTHDC1 and YTHDC2 showed opposite trends in TCGA and CHOICE; whereas, the other WERs showed no significant difference in both or one of the databases (Fig. 1a and Fig. s1a). In general, YTHDF2 was highly expressed in most human cancers from TCGA pan-cancer database; whereas, its mRNA expression in KICH, KIRP, PCPG, THCA, and THYM was notably lower than that in adjacent normal tissue (Fig. s1b). The clinical characteristics of the TCGA and CHOICE samples were summarized in Additional file 1: Tables S1 and S2. The differences in the expression profiles of YTHDF2 prompted us to investigate its functional characteristics and clinical outcomes in LUAD. Then, we analyzed the expression of YTHDF2 in LUAD based on five GEO datasets (GSE31210, GSE31908, GSE7670, GSE10072, and GSE27262), and found that YTHDF2 in LUAD was upregulated compared with that in normal lung epithelium cells (Fig. 1b)^24–27^. We detected the expression of YTHDF2 protein in eight LUAD and paired adjacent normal lung tissues through western blot analysis to further validate the expression level of YTHDF2. The results revealed that YTHDF2 protein expression level in LUAD tissue was higher than that in adjacent tissue (Fig. 1c).

**Fig. 1:**
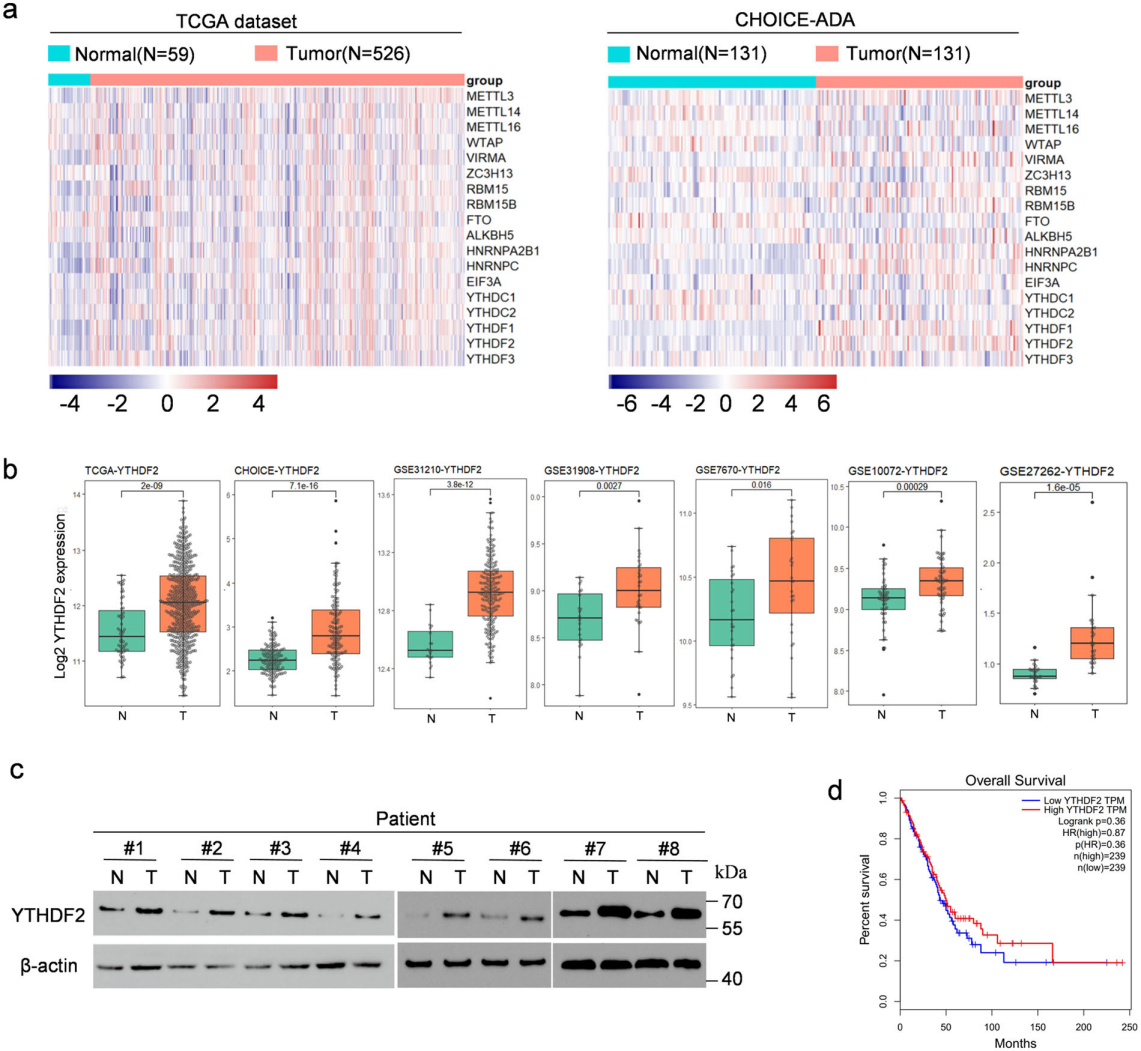
YTHDF2 was highly expressed in LUAD. **a** Heat map profiling the expression of m6A WERs in TCGA (left) and CHOICE (right) databases of LUAD. **b** Relative RNA levels of YTHDF2 in LUAD tissue and normal lung tissue in TCGA, CHOICE, and GEO datasets. **c** Immunoblotting assay of YTHDF2 expression in eight paired LUAD primary tumor samples. β-actin was used as a loading control. **d**) Kaplan–Meier analysis of LUAD cancer in TCGA for the correlations between YTHDF2 expression and overall survival.

The further analysis of TCGA survival data revealed that higher YTHDF2 expression was not correlated with better overall survival (Fig. 1d). We then analyzed the association between YTHDF2 expression and LUAD prognosis in GEO datasets. In line with previous findings from the TCGA database, our results further verified that higher YTHDF2 expression did not indicate improved overall survival in patients with LUAD (Fig. s1c). Taken together, these data suggested that the YTHDF2 mRNA was not a prognostic marker of the overall survival of patients with LUAD, but the higher YTHDF2 protein level was closely associated with LUAD.

### YTHDF2 levels regulated LUAD cell proliferation and viability in vitro and in vivo

Gain-of-function and loss-of-function studies were performed to investigate the pathological role of YTHDF2 in LUAD. As shown in Fig. 2a, the endogenous expression of YTHDF2 was efficiently knocked down by two independent shRNAs (shYTHDF2-1 and shYTHDF2-2) in A549 and H1792 LUAD cells. The knockdown of YTHDF2 significantly suppressed the growth/proliferation of A549 and H1792 cells as determined via trypan blue live cell count assays (Fig. 2b). However, YTHDF2 overexpression via lentiviral transduction significantly enhanced the growth/proliferation of A549 and H1792 cells (Fig. 2c, d). Similarly, colony formation assays revealed that clonogenic capacity was remarkably inhibited by the knockdown of YTHDF2 (Fig. 2e); whereas, the overexpression of YTHDF2 exerted opposite effect on A549 and H1792 cells (Fig. 2f).

**Fig. 2:**
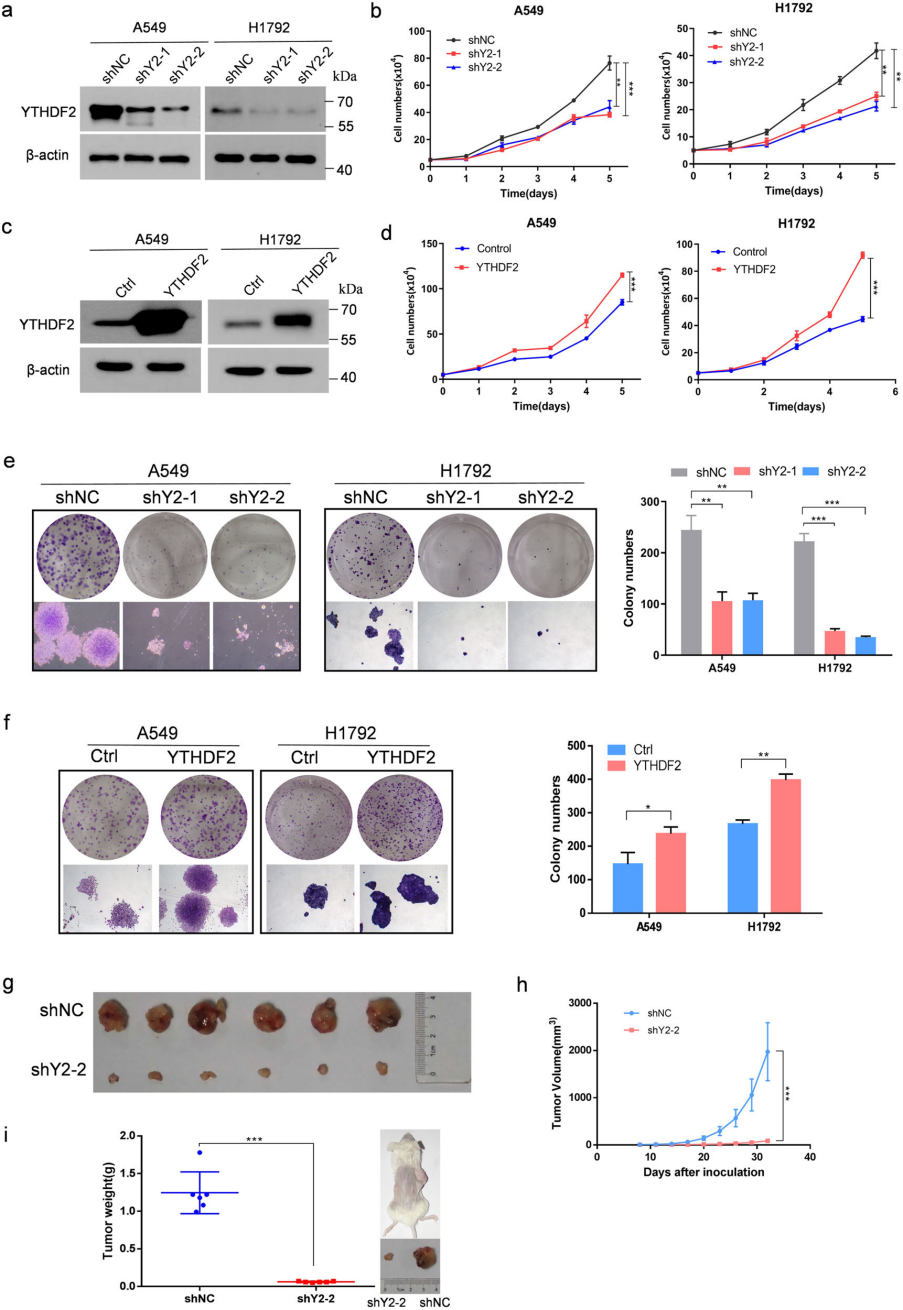
YTHDF2 regulated LUAD cell proliferation and viability in vitro and vivo. **a** Western blot analysis of YTHDF2 expression in A549 and H1792 cells infected with two independent shRNAs targeting YTHDF2 or a control shRNA. **b** Trypan blue live cell count assays were performed to determine cell growth after YTHDF2 knockdown in A549 and H1792 cells. **c** Western blot analysis for YTHDF2 expression in A549 and H1792 cells that were lentivirally infected with YTHDF2 or a control vector. **d** Trypan blue live cell count assays were performed to determine cell growth after YTHDF2 was over-expressed in A549 and H1792 cells. **e** Colony formation assays of A549 and H1792 cells described in **a**. **f** Colony formation assays of A549 and H1792 cells described in **c**. A549 cells with empty vector or YTHDF2 knockdown vectors were subcutaneously injected into nude mice. **h** Tumor size was measured every 3 days, and growth curves were plotted. Tumors were dissected from nude mice of each group and photographed at 32 days after transplantation, and the size and weight of tumors were measured (**g**, **i**). All data and error bars are presented as the mean ± SDs. *P < 0.05, **P < 0.01, and ***P < 0.001 compared with control cells.

A human subcutaneous tumor xenograft model was established to evaluate the role of YTHDF2 attenuation in LUAD tumorigenicity in vivo. First, YTHDF2-deficient shYTHDF2-A549 lung cancer cells and control cells were subcutaneously injected into the bilateral axilla of six nude mice per group. After 32 days, the mice were sacrificed and isolated the tumors. YTHDF2-knocdown A549 cells grew substantially slower than mock A549 cells, and the average tumor volume and weight of YTHDF2-knocdown A549 cells were markedly smaller compared with mock A549 cells (Fig. 2g–i). Collectively, these results demonstrated that YTHDF2 was essential for LUAD cell growth.

### YTHDF2 regulated the metastatic capacity of lung adenocarcinoma cells

Next, we investigated the effect of YTHDF2 on the aggressive capacities of LUAD in vitro. Our results showed that the ectopic overexpression of YTHDF2 in A549 and H1792 cells markedly enhanced cell migration capabilities as evidenced by wound healing and Transwell assays (Fig. 3a, b). By contrast, the knockdown of YTHDF2 in A549 and H1792 cells substantially reduced cell migratory speed and invasive capacities (Fig. 3c, d). These results indicated a critical role of YTHDF2 in promoting LUAD metastasis.

**Fig. 3:**
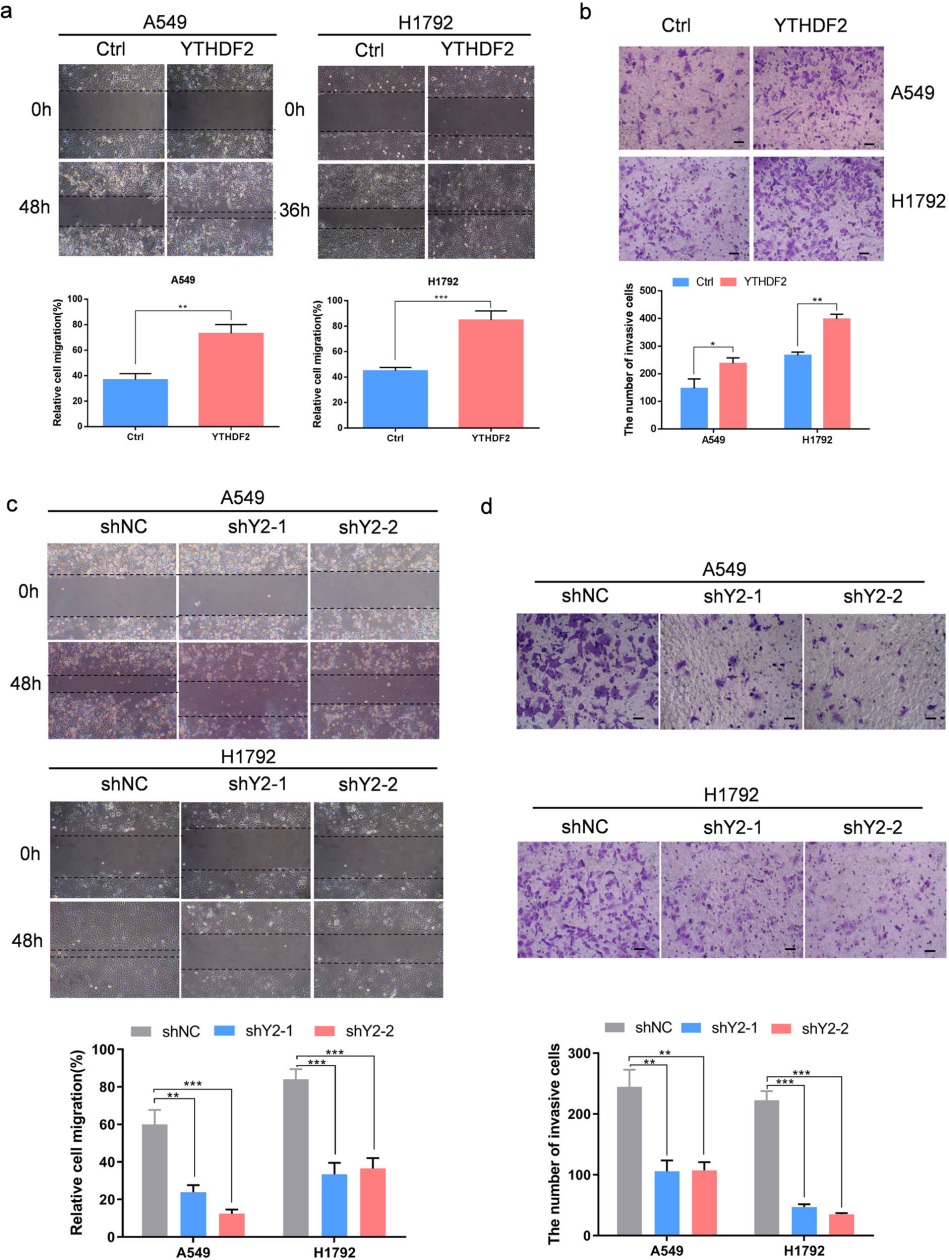
YTHDF2 regulated the metastatic capacity of LUAD cells. **a**, **b** Ectopic overexpression of YTHDF2 significantly promoted A549 and H1792 cell migration and invasive capabilities as examined by wound healing (**a**) and Transwell invasion (**b**) assays. Data are shown as means ± S.D.; *P < 0.05, **P < 0.01, and ***P < 0.001 compared with control cells. **c**, **d** Silencing of YTHDF2 by shRNA effectively inhibited A549 and H1792 cell migration and invasive capabilities. Data are shown as means ± S.D.; **P < 0.01 and ***P < 0.001 compared with control cells.

To confirm that the observed defects resulted from loss of YTHDF2, we performed rescue experiments. Re-expression of YTHDF2 in YTHDF2-deficient A549 and H1792 cells substantially enhanced the growth/proliferation, restored clonogenic capacity, and migration capabilities of A549 and H1792 cells (Fig. S2a–c).

### Search of potential targets of YTHDF2 through transcriptome-wide m6A-Seq and RNA-Seq assays

Transcriptome-wide m6A-Seq and RNA-Seq assays were then performed to further understand the mechanism by which YTHDF2 influenced LUAD function. 

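RNA-seq and m6A-seq were run on A549 cells, a human lung adenocarcinoma line, that carried a control vector (shNC) or an shRNA against YTHDF2 (shY2-2). Each condition gave 1 input library of fragmented poly(A) RNA and 1 library of fragments precipitated with an m6A antibody (IP), 4 libraries in all. The input libraries serve as the RNA-seq. The authors mapped reads to GRCh38 with HISAT2 and calculated FPKM per gene with StringTie, and the deposited FPKM values are fragments per unit of exon length, scaled to the mapped fragments of the library. FPKM keeps no count of fragments, so the depth behind each value is unknown and no interval or detection floor can be given. The deposited table lists 28283 genes. The change of a gene was computed as log2((FPKM shY2-2 + 1)/(FPKM shNC + 1)), which understates the change of genes with low FPKM. The 12268 genes with an FPKM of at least 1 in at least 1 input library were kept. The median log2 ratio of the 11153 genes with an FPKM of at least 1 in both libraries was 0.01, so no scaling between the libraries was added. With 1 library per condition, no difference between the conditions has a replicate check, and no p-value for a gene was computed.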

The knockdown of YTHDF2 resulted in deregulated gene expression with 126 upregulated and 291 downregulated genes in A549 cells (Supplementary Table S3). 

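The targeted gene was compared first. YTHDF2 (ENSG00000198492, chromosome 1 of GRCh38, 28736621 to 28769775, + strand) had an FPKM of 3.56 in the shNC input library and 1.02 in the shY2-2 input library, a log2 ratio of -1.18. This ratio lies at percentile 0.4 of the ratios of the 500 genes closest to YTHDF2 in mean FPKM. Among the 12268 genes kept, 121 had a log2 ratio above 1 and 262 a log2 ratio below -1. The pseudocount moved these counts most: with 0.1 in place of 1, the numbers were 315 and 602. Table S3 lists 417 genes, and its log2 fold changes, which are the paper's, equal the log2 ratio of the FPKM values without a pseudocount. The 417 genes therefore have the direction of Table S3 by construction, and 233 of them pass a log2 ratio of 1 in size with the pseudocount and the FPKM filter used here. Of the 383 genes that pass here, 150 are not in Table S3. Among genes with a standard symbol, the highest log2 ratios belonged to CLDN2 (3.44), SNORD14B (2.80), MIR2277 (2.75), NKRF (2.64) and PDXP (2.58). The lowest among them belonged to MIR3658 (-5.70), DAG1 (-3.17), RAD50 (-3.03), PTGES3L-AARSD1 (-3.03) and MIR3615 (-3.03). Exon sequence of SNORD14B, MIR2277, MIR3658, RAD50, PTGES3L-AARSD1 and MIR3615 is shared with another gene on the same strand, so that fragments can be assigned to either gene. The spliced lengths of SNORD14B, MIR2277, MIR3658 and MIR3615 lie between 56 and 93 nt.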

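Pathway terms of each gene were taken from the annotation in the deposited FPKM table, and genes with a log2 ratio above 1 or below -1 were compared with the rest by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 307 KEGG terms. The background was the 4186 genes with an FPKM of at least 1 in at least 1 input library and a KEGG term, of which 125 were changed. MAPK signaling pathway held 11 changed genes of 184 (odds ratio 2.17, Fisher's exact p = 0.0205, adjusted p = 0.30). Wnt signaling pathway held 4 of 88, namely JUN, PLCB4, PPP3CA and ROCK2 (odds ratio 1.57, Fisher's exact p = 0.268, adjusted p = 0.958). Focal adhesion held 5 of 125 (odds ratio 1.37, Fisher's exact p = 0.317, adjusted p = 1). None of the 20 background genes of ABC transporters was changed. Complement and coagulation cascades, with 9 changed genes of 30, was the only KEGG term with an adjusted p under 0.05 (odds ratio 14.9, adjusted p = 3.66e-05 by Fisher's exact test). With the genes of Table S3 in place of the changed genes, 7 KEGG terms passed. Genes are not independent replicates, and these p-values describe the gene lists of these libraries.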

KEGG analysis indicated that the significantly altered pathways were MAPK signaling pathway and Wnt signaling pathway, and genes associated with focal adhesion and ABC transporters. 

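Among the 10514 background genes with a GO term, 302 were changed, and 4839 GO terms were tested in the same way. An adjusted p under 0.05 was reached by 17 terms, led by extracellular space with 42 changed genes of 524 (odds ratio 3.26, adjusted p = 5.77e-06 by Fisher's exact test). Angiogenesis held 17 changed genes of 137 (odds ratio 5.02, adjusted p = 0.000594), and cell-matrix adhesion held 7 of 42 (odds ratio 6.90, adjusted p = 0.0497), both by Fisher's exact test. At a threshold of 1.5-fold neither passed (adjusted p = 0.0663 and 0.269), and with all annotated genes as the background cell-matrix adhesion did not pass (adjusted p = 0.204, Fisher's exact test throughout). Cell adhesion held 16 of 236 and did not pass the adjustment (odds ratio 2.54, Fisher's exact p = 0.00128, adjusted p = 0.129), but it passed with the genes of Table S3 in place of the changed genes (adjusted p = 0.00907) and at 1.5-fold (0.00451), while its adjusted p was 1 with all annotated genes as the background. Cell migration held 7 of 134 (odds ratio 1.88, Fisher's exact p = 0.0912, adjusted p = 1). Cell differentiation held 11 of 413 (odds ratio 0.922) and cell proliferation 6 of 253 (odds ratio 0.818), which is fewer than the background share. FN1 and JUN are among the changed angiogenesis genes. FN1 fell from an FPKM of 32.8 to 8.33 and JUN from 13.3 to 5.18, which are log2 ratios of -1.86 and -1.21.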

Gene Ontology analysis revealed that differentially expressed genes were related to cell matrix adhesion, angiogenesis, cell adhesion, cell differentiation, proliferation, and migration. Moreover, gene set enrichment analysis (GSEA) revealed that the genes altered by YTHDF2 knockdown were associated with cell cycle, stem cell, cell migration, and the Wnt signaling pathway (Fig. 4a–c and Supplementary Fig. s3a), thus providing evidence for critical roles of YTHDF2 in tumorigenesis and the metastasis of LUAD cells.

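The gene sets examined here were taken from the GO and KEGG terms in the deposited table; the sets of the paper's GSEA were not used here. For each set, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The 134 genes of GO cell migration had a median log2 ratio of -0.12, at percentile 0.13 of the random lists. With genes of FPKM of at least 5 in at least 1 library, the set lay at percentile 2.86, inside the central 95% of the random lists. The 574 genes of GO cell cycle had a median of 0.06, at percentile 98.8, whereas the 113 genes of KEGG cell cycle lay inside the range, at percentile 81.5. The 46 genes of GO stem cell population maintenance lay at percentile 48.9 and the 87 genes of the KEGG pathways that regulate pluripotency of stem cells at percentile 16.0. For the Wnt signaling pathway, the 144 GO genes lay at percentile 23.9 and the 88 KEGG genes at percentile 63.8. The paper takes the altered pathways as evidence for critical roles of YTHDF2 in tumorigenesis and metastasis.

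**Figure D1:**
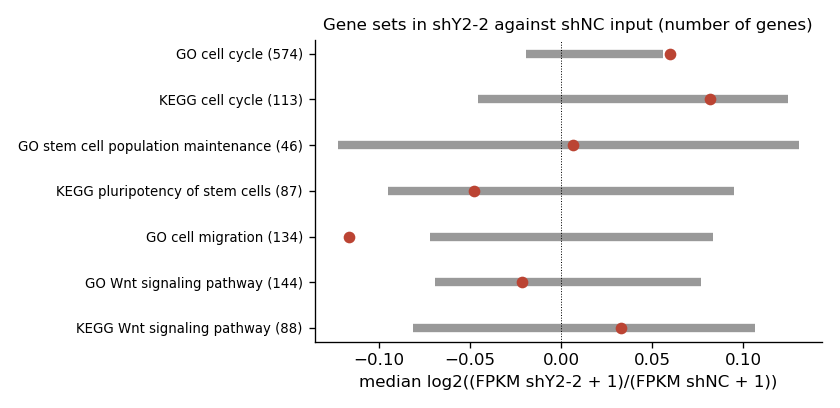
Median log2 ratio of 7 gene sets in the shY2-2 input library against the shNC input library of A549 cells (horizontal axis, log2 of FPKM with a pseudocount of 1), with the number of genes of each set in parentheses. Points are the medians of the sets and grey bars cover the central 95% of 10000 random lists matched on expression; the points of GO cell migration (-0.12) and GO cell cycle (0.06) lie outside their bars.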

**Fig. 4:**
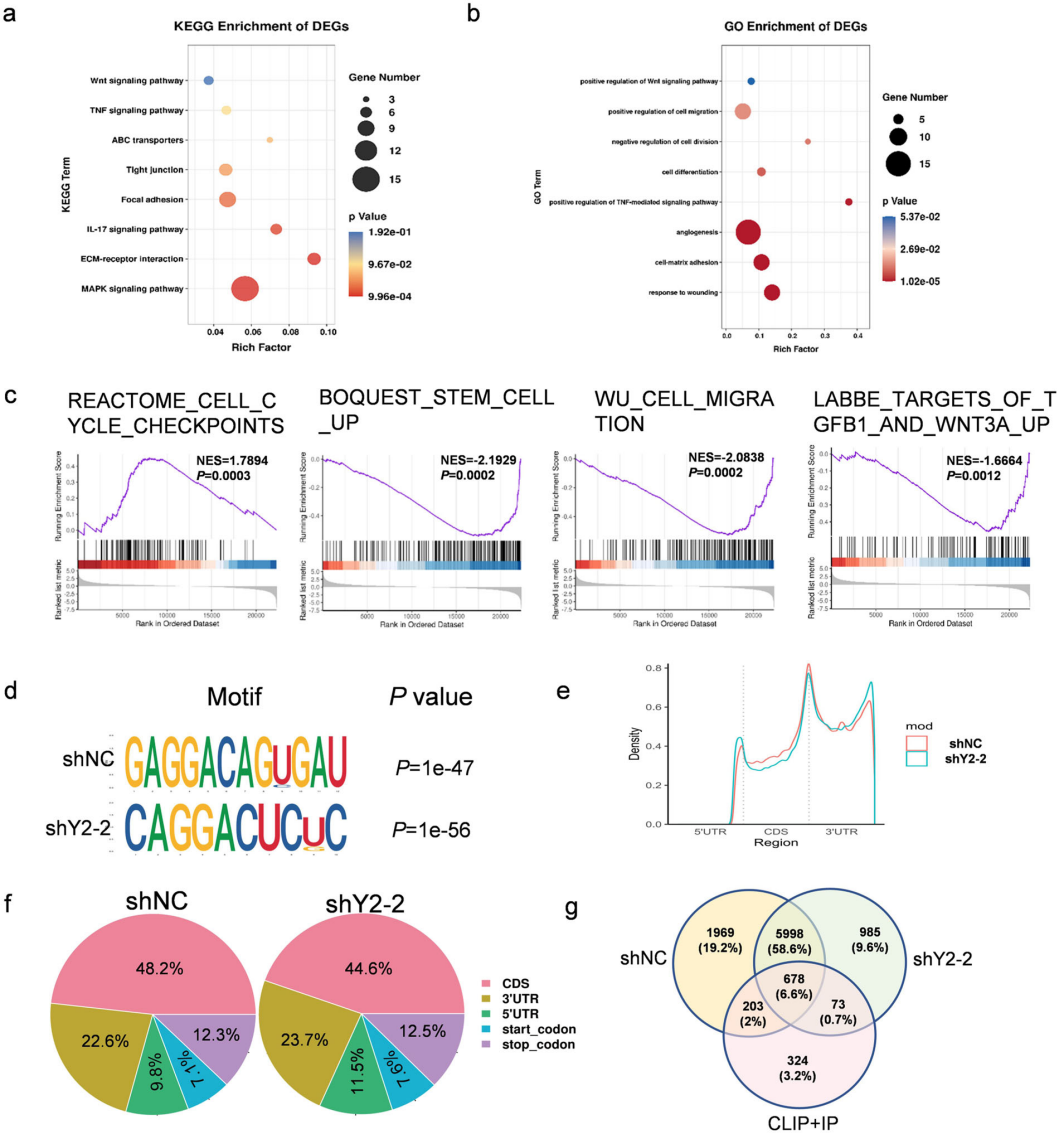
Identification of YTHDF2 targets via MeRIP-seq and RNA-seq in LUAD. **a**, **b** KEGG and GO enrichment analysis of differentially expressed genes (DEGs) identified by RNA-seq. **c** GSEA plots showing that the pathways of DEGs altered by YTHDF2 knockdown were involved in LUAD. **d** m6A motif detected by the HOMER motif analysis with m6A-seq data in A549 cells with or without YTHDF2 knockdown. **e** Metagene profiles of m6A enrichment across the mRNA transcriptome in LUAD. **f** Graphs of m6A peak distribution showing the proportion of total m6A peaks in the indicated regions in control and YTHDF2-knockdown cells. **g** Venn diagram illustrating the overlapped targets of YTHDF2 in control and YTHDF2-knockdown cells identified by m6A-seq analysis and the targets identified by eCLIP and RIP.

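Motif presence was tested on the spliced reference sequence of each deposited peak against a shuffle of the same sequence that keeps its dinucleotide counts, with one-sided Fisher's exact tests. GGAC was present in 18932 of 31057 shNC peaks (61.0%, 95% Wilson interval 60.4 to 61.5) and in 60.6% of the shuffled sequences (odds ratio 1.02, Fisher's exact p = 0.166). In shY2-2 it was present in 16578 of 27344 peaks (60.6%, 60.0 to 61.2) and in 60.5% of the shuffled sequences (odds ratio 1.01, Fisher's exact p = 0.380). The test did not pair a peak with its own shuffle, and most sequences of either kind held GGAC, so it can miss a difference. The density of GGAC was 4.10 per kb in shNC peaks against 3.81 in their shuffles, and 3.95 per kb in shY2-2 peaks against 3.80. The other control was exonic sequence of equal length next to the peak, downstream of it or upstream where the transcript ended. Its base composition was not matched, and parts of other peaks were not excluded. GGAC was more frequent in the peaks of both lists than in this sequence. In shNC, 58.5% of 16744 peaks and 52.6% of the neighbouring sequences held it (odds ratio 1.27, Fisher's exact p = 2.42e-28), and in shY2-2, 55.9% of 14463 peaks and 51.0% of the neighbouring sequences (odds ratio 1.22, Fisher's exact p = 4.27e-17). The degenerate motif DRACH (D is A, G or T; R is A or G; H is A, C or T) was present in 95.3% of shNC peaks and 95.1% of shY2-2 peaks, against 95.8% and 95.5% of the shuffled sequences, so its presence hardly separates sequences of this length. The density of DRACH was lower in peaks than in their shuffles (19.0 against 19.7 per kb in shNC, 18.5 against 19.3 in shY2-2). It was higher in peaks than in neighbouring exonic sequence (19.7 against 17.9 per kb in shNC, 19.2 against 17.9 in shY2-2). Densities were not tested. HOMER's motif search was not repeated.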

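Sites of m6A were mapped by MeRIP-seq: fragments of poly(A) RNA were precipitated with an m6A antibody, and regions enriched in the IP library over the input library were called as peaks. The authors called peaks with exomePeak in each condition separately, on 1 IP library against 1 input library, and annotated them with ChIPseeker. The deposited lists give each peak's position on GRCh38, its exonic blocks, a fold enrichment, a p-value and the logarithm of a false discovery rate (FDR). These values are the authors' and are used here only to describe, rank or filter peaks within a list. Every peak has a p-value of at most 0.049. Read counts per peak were not used here, so the depth behind a fold enrichment is unknown. The shNC list holds 31091 rows and the shY2-2 list 27355, and rows that repeat a position were counted once. Strand codes equal the strand of the gene in the FPKM table for all 30778 shNC peaks and all 27076 shY2-2 peaks whose gene is in that table. Locations were compared with the GENCODE release 44 annotation of GRCh38, which holds the gene of 99.7% of the peaks of either list. This release differs from the authors' annotation: 14819 of the 27939 genes found in both have the same start and end.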

Next, we mapped the m6A methylomes of shCtrl and shYTHDF2-2 A549 cells by m6A-seq. We identified 11,307 m6A peaks out of 6275 genes in shCtrl A549 cells and 10,994 m6A peaks out of 6038 genes in shYTHDF2-2 A549 cells. These m6A modifications were preferentially located in protein-coding transcripts (48.2% in shNC and 44.6% in shY2-2) and enriched near the stop codons and 3′-UTRs (22.6% in shNC and 23.7% in shY2-2) (Fig. 4d, e). 

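The deposited lists hold 31057 distinct peaks in 11988 genes for shNC and 27344 distinct peaks in 11937 genes for shY2-2. The number of peaks per gene with a peak was 2.59 in shNC and 2.29 in shY2-2, and the median exonic length of a peak was 270 nt in both lists. The median fold enrichment was 2.17 in the shNC list and 2.26 in the shY2-2 list. A fold enrichment of at least 4 was the filter that moved the counts most and left 5890 peaks in 4483 genes for shNC and 6252 peaks in 4860 genes for shY2-2. With an FDR of at most 0.001, 9884 peaks in 6061 genes and 8636 peaks in 5396 genes remained. By overlap of at least 1 bp of exonic sequence on the same strand, 17354 shNC peaks (55.9%, 95% Wilson interval 55.3 to 56.4) met a shY2-2 peak, and 17881 shY2-2 peaks (65.4%, 64.8 to 66.0) met a shNC peak. These intervals cover the counting of peaks only and not the spread between libraries.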

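By the authors' annotation, which gives each peak 1 location, 59.1% of shNC peaks lay in 3′-UTRs (18357 of 31057, 95% Wilson interval 58.6 to 59.7), 25.4% in other exons (24.9 to 25.9) and 15.5% in 5′-UTRs (15.1 to 15.9). In shY2-2 the shares were 59.5% (16264 of 27344, 58.9 to 60.1), 24.6% (24.1 to 25.1) and 15.9% (15.5 to 16.4). The intervals of the 3′-UTR shares of the lists overlap by this annotation. A UTR label does not exclude coding sequence: a shNC peak of 718 nt in YTHDF2 labelled 5′-UTR lies in the coding sequence of the reference transcript. Overlap with the reference annotation gave other shares; there a peak can count in several regions, and both the annotation and the set of peaks differ. Of the 28905 shNC peaks in genes with a coding reference transcript, 53.4% overlapped the coding sequence, 48.2% the 3′-UTR and 9.32% the 5′-UTR. Of the 25101 such shY2-2 peaks, 47.9% overlapped the coding sequence, 50.3% the 3′-UTR and 9.99% the 5′-UTR. By this rule the 95% Wilson intervals of the lists did not overlap for the 3′-UTR (47.6 to 48.8 in shNC, 49.7 to 50.9 in shY2-2). Nor did they for the coding sequence (52.8 to 54.0 in shNC, 47.2 to 48.5 in shY2-2), while those of the 5′-UTR did. They cover the counting of peaks only.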

Consistent with other m6A-seq results, we found that m6A peaks were abundant in the mRNA open reading frame, around the stop codons and 3′-UTRs (Fig. 4f). 

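A window of 100 nt on either side of the stop codon of the reference transcript was overlapped by 22.0% of shNC peaks (6355 of 28905, 95% Wilson interval 21.5 to 22.5) and 21.9% of shY2-2 peaks (5501 of 25101, 21.4 to 22.4). The window of the same width around the start codon was overlapped by 11.5% of shNC peaks and 11.9% of shY2-2 peaks. When each peak was reduced to its midpoint, an assignment chosen after the values were seen, 12.3% of 22533 shNC midpoints fell in the stop codon window, 44.9% in the rest of the 3′-UTR and 35.4% in the rest of the coding sequence. For the 18670 shY2-2 midpoints, the shares were 13.3%, 49.6% and 29.5%. Peaks with no part in the reference transcript made up 11.5% of the shNC peaks and 14.0% of the shY2-2 peaks in these genes.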

We refered to the PAR-CLIP and RIP-seq results reported by Wang et al. to further explore YTHDF2 targets in LUAD^28^. 

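A gene was counted as tagged with m6A when it had a peak in both deposited lists, which held for 10106 genes. The list of genes found by both PAR-CLIP and RIP-seq was taken from Table S4 and holds 1277 genes, and 994 of them were tagged. All 678 common genes of Table S4 are among these 994. Of the 12250 genes with an FPKM of at least 1 in at least 1 input library, 8916 were tagged and 1100 were in the CLIP and RIP list, and 960 were both (odds ratio 2.75, p = 6.56e-34 by a one-sided Fisher's exact test). Longer and more highly expressed genes can enter either list more easily, which the test does not correct for. A fold enrichment of at least 4 moved the result most: 193 genes of the CLIP and RIP list were then tagged, 174 of them among the expressed genes tested (odds ratio 1.15, Fisher's exact p = 0.0557). With a fold enrichment of at least 2 the odds ratio was 1.74 (Fisher's exact p = 6.76e-18). With an FDR of at most 0.001 it was 1.27 (Fisher's exact p = 0.000126).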

Interestingly, the data from RNA-seq, m6A-seq, PAR-CLIP, and RIP-seq revealed 678 overlapping genes bound by YTHDF2 which were tagged with m6A. In addition, functional annotation showed that these 678 genes were generally involved in the Wnt signaling pathway (Fig. s3b, c and Table S4).

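Of the 994 genes, 357 have a KEGG term and an FPKM of at least 1 in at least 1 input library, and 22 of these belong to the KEGG Wnt signaling pathway, which holds 88 of the 4184 background genes (odds ratio 3.74, p = 2.53e-06 by a one-sided Fisher's exact test). For the 678 genes of Table S4, 17 of 263 belong to the pathway (odds ratio 3.75, Fisher's exact p = 2.37e-05). Against genes with a peak in both lists as the background, the same 17 genes gave an odds ratio of 3.72 (Fisher's exact p = 2.97e-05). AXIN1 is among them. With GO terms, 16 of 661 genes belong to the Wnt signaling pathway (odds ratio 1.88, Fisher's exact p = 0.0187) and 13 to the canonical Wnt signaling pathway (odds ratio 4.92, Fisher's exact p = 1.73e-05). None of the 17 KEGG genes passed a log2 ratio of 1 in size after knockdown: 9 were higher and 8 lower in the shY2-2 input library, between -0.31 (SMAD3) and 0.40 (FRAT2).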

Given that the Wnt/β-catenin signaling pathway is related to cancer cell proliferation and migration, we hypothesized that the deprivation of the m6A methylation reader YTHDF2 might inhibit tumor growth and migration via the inactivation of the Wnt/β-catenin signaling pathway. Hence, the Wnt/β-catenin signaling pathway was selected for further research.

### AXIN1 mRNA was the target of YTHDF2

Given that YTHDF2 promotes mRNA degradation by targeting m6A-modified mRNAs to processing bodies in the cytoplasm, identifying the key factor that inactivates the Wnt/β-catenin signaling pathway was important. Among the 678 tagged genes, AXIN1, which encodes a cytoplasmic protein that functions as a negative regulator of Wnt/β-catenin signaling pathway, was selected for systematic study. 

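AXIN1 (ENSG00000103126) lies on chromosome 16 of GRCh38 from 287440 to 352673 on the - strand. Its FPKM was 5.78 in the shNC input library and 7.77 in the shY2-2 input library, a log2 ratio of 0.37, at percentile 88.2 of the 500 genes closest to it in mean FPKM. The ratio was 0.42 with a pseudocount of 0.1. AXIN1 is not in Table S3.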

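In the shNC list AXIN1 had 1 peak, from 346183 to 352404 on chromosome 16 of GRCh38. It covers 960 nt of exonic sequence in exons 1 and 2 of the 11 exons of the reference transcript, with the end of the 5′-UTR, the start codon and the first part of the coding sequence. Its fold enrichment was 3.43 (FDR 6.76e-07), at percentile 76.1 of the shNC list. In the shY2-2 list AXIN1 had 4 peaks. The peak at the start codon ran from 346812 to 352404 and covered 331 nt, with a fold enrichment of 2.45 (FDR 7.08e-06), at percentile 55.9 of the shY2-2 list. A peak of 241 nt in the coding part of exon 2, from 346333 to 346573, lies inside the region of the shNC peak and had a fold enrichment of 1.30 (FDR 0.105). The other peaks lie in exon 11 and meet no AXIN1 peak of the shNC list. The first, from 287979 to 288248, spans the stop codon (fold enrichment 1.38, FDR 0.0151), and the other, from 287650 to 287769, lies in the 3′-UTR (fold enrichment 1.55, FDR 0.158). With an FDR of at most 0.05, a filter chosen after the values were seen, 1 peak remained in shNC and 2 in shY2-2, and with an FDR of at most 0.001, 1 remained in each. The part common to the start codon peaks of both lists runs from 346812 to 347106 and from 352369 to 352404. Within its coding part, GGAC occurs with its A at 346994, 32 nt into the coding sequence counted from the A of the start codon (TTCCCCTTGGACCTCGGAGCA), and at 346826, 200 nt into it (TCGGATCTGGACCTGGGGTAT). Read counts per peak were not used here, so a change in the level of AXIN1 was not separated from a change in its m6A, and the fold enrichments of the separately called lists were not compared with each other.

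**Figure D2:**
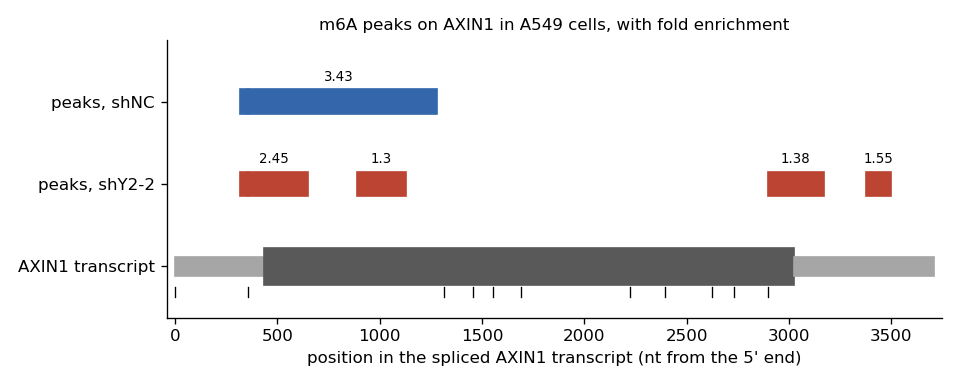
Positions of the deposited m6A peaks on the spliced AXIN1 reference transcript in A549 cells (horizontal axis, nt from the 5′ end), for shNC (blue) and shY2-2 (red), with the fold enrichment above each peak. In the transcript, the tall dark bar is the coding sequence, the pale bars are the UTRs and ticks mark the starts of exons; the single shNC peak (3.43) covers the region of the shY2-2 peaks with fold enrichments of 2.45 and 1.30, and the shY2-2 peaks with 1.38 and 1.55 lie at the 3′ end.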

The m6A levels of AXIN1 were significantly increased in YTHDF2-knockdown cells (Fig. 5a). Then, the transcription and translation of AXIN1 upon YTHDF2 knockdown were assessed. As expected, Knockdown of YTHDF2 increased the mRNA and protein levels of AXIN1 in A549 and H1792 lung cancer cells; whereas, the overexpression of YTHDF2 decreased the protein AXIN1 in A549 and H1792 cells (Fig. 5b, g, h). We further examined the m6A modification status of AXIN1 mRNA through the gene-specific m6A assay, and found a significant enrichment of m6A in AXIN1 mRNA (Fig. 5c). Besides, RIP-qPCR confirmed the interaction between YTHDF2 and AXIN1 mRNA in A549 cells (Fig. 5d). Provided that YTHDF2 targets tend to have short half-lives, we performed mRNA stability profiling on YTHDF2-knockdown and control A549 cells. The median half-life of AXIN1 was significantly extended in YTHDF2-silenced cells relative to that in control cells (Fig. 5e).

**Fig. 5:**
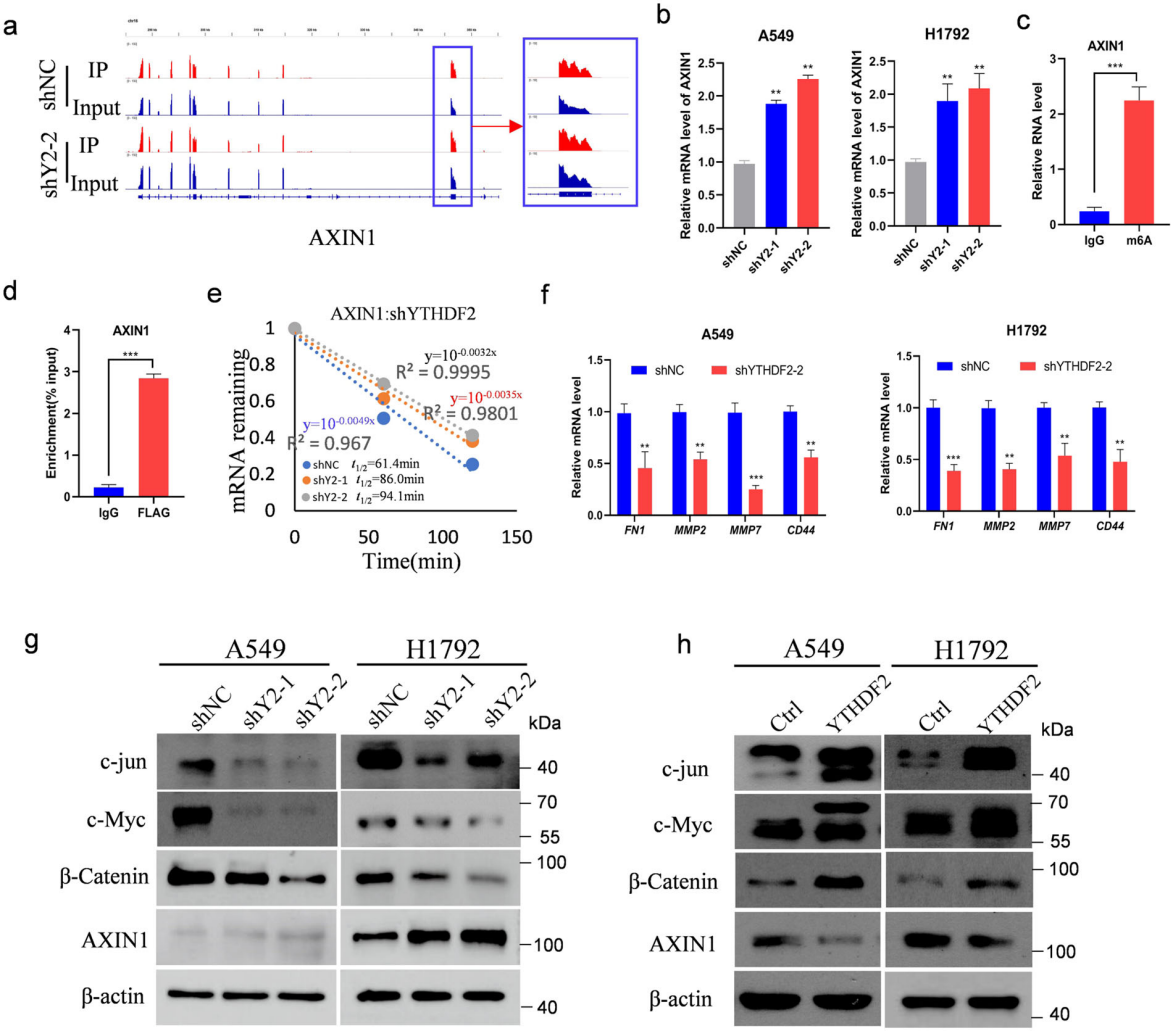
AXIN1/Wnt/β-catenin signaling was targeted by YTHDF2. **a** Distribution of m6A peaks across *AXIN1* transcripts in control and YTHDF2-deficient cells. **b** qPCR analysis of *AXIN1* mRNA expression in A549 and H1792 with or without YTHDF2 knockdown. Samples were normalized to β-actin mRNA. **c** Enrichment of m6A modification in AXIN1 as detected by a gene-specific m6A qPCR assay. **d** RIP–qPCR showing the association of AXIN1 with FLAG-tagged YTHDF2 in A549 cells. **e** Increased AXIN1 mRNA half-life by silencing YTHDF2 in A549 cells. Values were the mean ± S.D. of *n* = 3 independent experiments. **f** Relative mRNA levels of AXIN1/Wnt/β-catenin downstream targets identified by qPCR analysis in A549 and H1792 cells. Data represented means ± S.D. for three independent experiments. Immunoblotting to measure c-jun, c-Myc, β-catenin, and AXIN1 protein levels in transformed A549 and H1792 control cells and cells with YTHDF2 knockdown (**g**) or YTHDF2 overexpression (**h**).

We then detected the mRNA expression of FN1, MMP2, MMP7, and CD44, direct target genes of the Wnt/β-catenin signaling pathway, to verify whether AXIN1/Wnt/β-catenin pathway was involved in YTHDF2-silencing mediated progression of LUAD. The knockdown of YTHDF2 decreased the expression of these genes in A549 and H1792 cells (Fig. 5f). Meanwhile, we tested the protein expression of c-jun, c-Myc, and β-catenin in the presence and absence of YTHDF2 knockdown through western blot analysis. The results showed that YTHDF2 knockdown decreased the expression of these genes in A549 and H1792 cells; whereas, YTHDF2 overexpression increased the expression of these proteins in A549 and H1792 cells (Fig. 5g, h). Simultaneously, overexpression of YTHDF2 recovered the protein levels of β-catenin, c-Jun, and c-Myc to varying degrees which were decreased by YTHDF2 silencing (Fig. S2d). Taken together, these results demonstrated that the knockdown of YTHDF2 inhibited Wnt/β-catenin signaling and its downstream targets by upregulating AXIN1mRNA, thereby preventing the progression of malignant lung cancer cells.

### Knockdown of AXIN1 rescues the tumor suppressive effect of YTHDF2 silencing in LUAD cells

We first determined whether AXIN1 knockdown could reverse the effects of YTHDF2 silencing to ascertain, whether AXIN1 was a vital contributor to the function of YTHDF2 in LUAD tumorigenesis and metastasis. Stable A549 cells with YTHDF2-silengcing vectors and/or AXIN1 knockdown were thus established (Fig. 6a). As anticipated, the knockdown of AXIN1 expression abrogated the inhibition of proliferation caused by the knockdown of YTHDF2. Additionally, the colony formation assay provided similar results. Specifically, this assay showed that AXIN1 knockdown almost completely recovered the colonogenic capabilities of A549 cells that were hampered by the knockdown of YTHDF2 (Fig. 6b, c). Likewise, the migration assay showed that AXIN1 deficiency largely abrogated the inhibitory effects of YTHDF2 knockdown on these malignant behaviors in LUAD (Fig. 6d). Furthermore, AXIN1 knockdown recovered the protein levels of β-catenin decreased by YTHDF2 silencing, and c-Myc and c-Jun were also recovered to varying degrees (Fig. 6e). Conversely, the forced expression of AXIN1 partially abolished the oncogenic phenotypes and Wnt/β-catenin signaling activation induced by YTHDF2 overexpression in A549 cells. These results indicated that the cell proliferation, clone formation, and metastasis caused by the overexpression of YTHDF2 were inhibited, and the increased expression levels of β-catenin, c-Jun, and c-Myc proteins caused by the overexpression of YTHDF2 also decreased (Fig. 6f–j). Taken together, these results suggested that YTHDF2 knockdown inhibited LUAD cancer tumorigenesis and metastasis by increasing AXIN1 expression and suppressing Wnt/β-catenin signaling (Fig. 7).

**Fig. 6:**
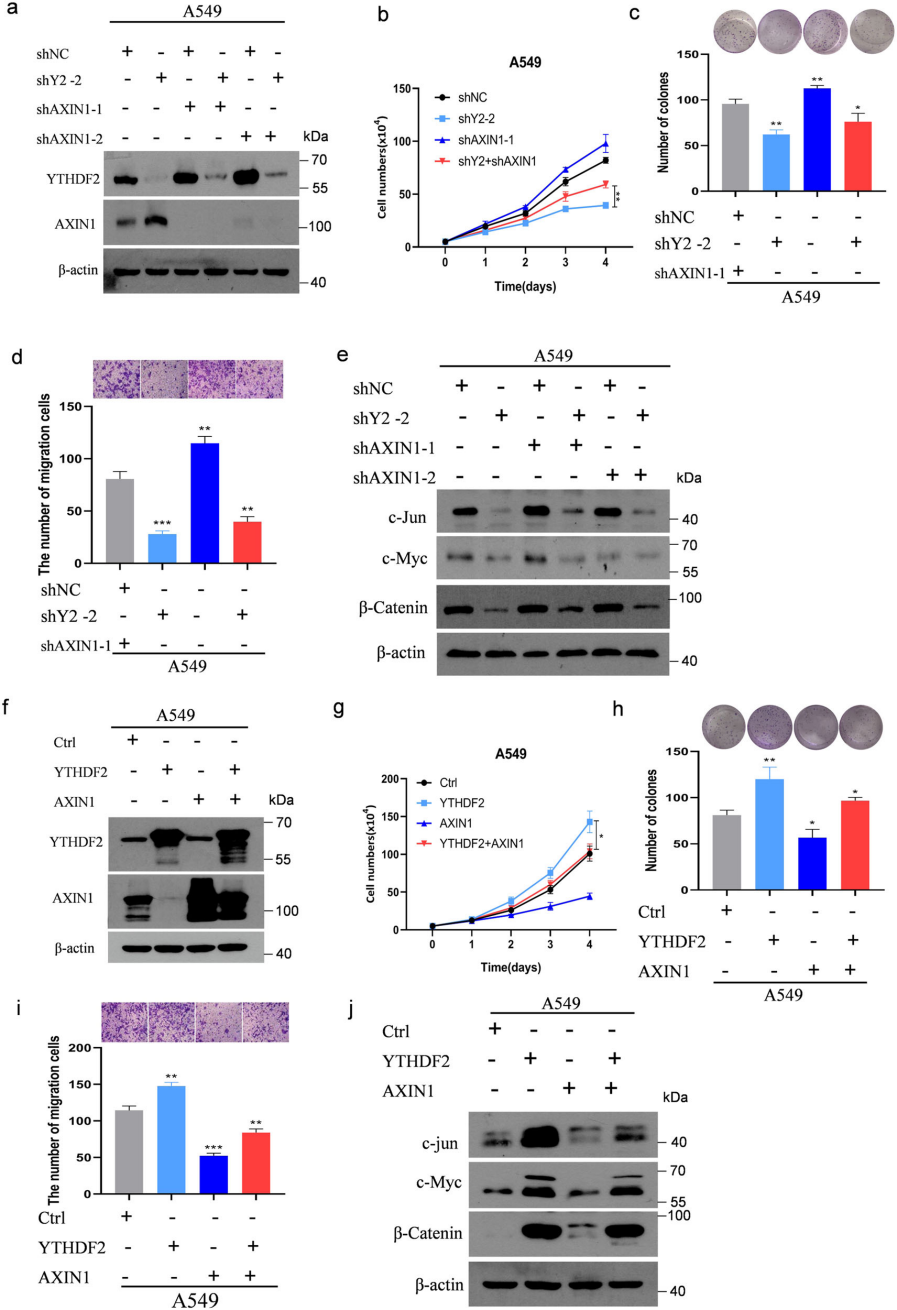
AXIN1 was critical to YTHDF2-promoted Wnt/β-catenin signaling. **a** Immunoblotting of lysates from A549 cells transfected with shNC, shYTHDF2#2, shYTHDF2#2, and/or shAXIN1-1 or shAXIN1-2. Expression levels of YTHDF2 and AXIN1 were measured. β-actin was used as a loading control. **b** Live cell count, **c** colony formation, **d** migration, and **e** immunoblotting of AXIN1/Wnt/β-catenin downstream targets in cells described in **a**. **f** Immunoblotting of lysates from A549 cells transfected with shCtrl, YTHDF2, AXIN1, YTHDF2, and/AXIN1 vector. Expression levels of YTHDF2 and AXIN1 were measured. β-actin was used as a loading control. **g** Live cell count, **h** colony formation, **i** migration, and **j** immunoblotting of AXIN1/Wnt/β-catenin downstream targets in cells described in **f**.

**Fig. 7:**
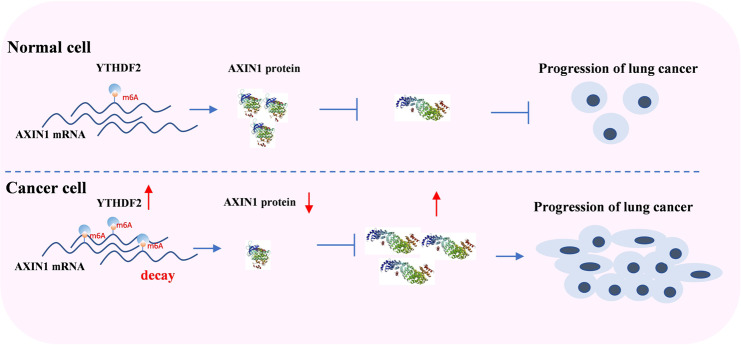
YTHDF2 high expressed promoted progression and metastasis of lung cancer cells via AXIN1/Wnt/β-catenin signalling. YTHDF2 facilitated the decay of AXIN1 m6A mRNA and results in the dereased AXIN1protein level.The decreased AXIN1 promote the activity of Wnt/β-catenin signalling and enhance the proliferation and migration of lung cancer.

## Discussion

The disorder of m6A modification on RNA is closely related to the occurrence and development of various cancers. Some studies also reported that the m6A methyltransferases (writers), demethylases (erasers), and readers can either enhance or suppress tumorigenesis in different cancers^29^. Although a previous study from a metabolic perspective showed that YTHDF2 deficiency suppresses lung cancer growth through 6PGD inhibition^20^, the molecular mechanisms of YTHDF2 in lung adenocarcinoma proliferation and metastasis remain largely unclear. In this study, we found that the YTHDF2 gene was frequently upregulated in LUAD in TCGA, CHOICE, and GEO cohorts. In addition, the expression of YTHDF2 is also increased in many different cancers, suggesting that YTHDF2 might be an important oncogene. Notably, analyzing TCGA survival data revealed that high YTHDF2 expression had no association with overall survival, indicating that the mRNA expression of YTHDF2 was not a prognostic marker for overall survival in patients with LUAD. However, further studies are needed to determine whether changes in YTHDF2 protein levels are related to prognosis. In this study, we demonstrated that YTHDF2 was vital for the proliferation and metastasis of the LUAD cell lines A549 and H1792 in vitro and/or in vivo. Taken together, our data indicated that YTHDF2 acts as a tumor promoter in LUAD.

We adopted a multiomics screening strategy by combining m6A-seq, RNA-seq, and the published data of RIP-seq and CLIP-seq to dissect the mechanisms of YTHDF2 in LUAD. We first analyzed the m6A methyl body in LUAD cells and screened the potential targets of YTHDF2. Consistent with published results, our m6A-seq results showed that YTHDF2-binding sites were distributed in coding and untranslated regions, and YTHDF2 preferentially bonded to the sites that were enriched near the stop codon and 3′ UTR. In order to find specific targets effectively, we overlapped the RNA-seq and m6A-seq results with previously published CLIP and RIP-seq genes, and the result showed that 678 genes bound by YTHDF2 were marked with m6A, and the functional annotation showed these potential direct target genes participated in the Wnt signaling pathway.

The Wnt/β-catenin pathway is a highly conserved pathway, and its abnormal activation promotes the progression of a variety of cancers by faciliated cell growth and metastasis. In addition, it also promotes the occurrence of tumor cell stemness^30,31^. More and more evidences support the epigenetic regulation of Wnt/β-catenin signaling in cancer, although the effect of mRNA modification remains inadequately studied. The relationship between RNA modification and tumor-related pathways, including the Wnt signaling pathway, has only recently been fully understood with the development of meRIP sequencing. In hepatoblastoma, m6A methylation usually activates the Wnt/catenin pathway by promoting the expression of CTNNB1^32^. METTL3 modulates the target gene m6A (such as LRP6 and dishevell 1) to regulate Wnt signaling, thereby changing the viability, proliferation, migration, and tube formation of endothelial cells^33^. YTHDF1 promotes the translation of a key Wnt receptor frizzled7 (FZD7) in an m6A-dependent manner, and mutated YTHDF1 enhances the expression of FZD7, leading to the hyperactivation of the Wnt/β-catenin pathway and the promotion of gastric carcinogenesis^34^. YTHDF1 plays an indispensable role in the activation of Wnt/β-catenin to sustain intestinal stem cell stemness characteristics during regeneration and tumorigenesis^35^. METTL3 promotes osteosarcoma cell progression by upregulating the m6A level of LEF1 and activating the Wnt/β-catenin signaling pathway^36^. ALKBH5 attenuates PDAC cell proliferation and metastasis by downregulating the m6A level of WIF-1 to inhibit Wnt signaling^37^. In addition, previous studies have shown that in the cytoplasm, YTHDF1 promotes the translation of its target by recruiting initiating factors and promoting ribosome loading^8^. However, YTHDF2 easily induces the degradation of its targets by locating these targets to the processed bodies^28^. Therefore, we speculated that YTHDF2 activates the wnt pathway to promote cell proliferation and metastasis, possibly by targeting inhibitors of the WNT pathway and inducing its degradation. In our research, by using multistep screening and validation methods, we further confirmed that AXIN1 is a vital target of YTHDF2 and that its regulation is m6A dependent. AXIN1 directly interacts with all other core components of the destruction complex (β-catenin, APC, CKa, and GSK3) and is thus the central scaffold of the complex and the rate-limiting factor of the β-catenin destruction complex. The degradation of *AXIN1* in Wnt-activated cells is considered to be the immediate cause of β-catenin stabilization^38^. Therefore, our study provided a different perspective of the target AXIN1, which controls its translation by manipulating YTHDF2 or cellular m6A levels. In addition, our research demonstrated that the overexpression of AXIN1 could rescue malignant phenotypes caused by the upregulation of YTHDF2 in LUAD and vice versa. Indeed, we have discovered many other candidate targets of YTHDF2, which are also involved in cancer growth and metastasis. YTHDF2 might regulate the expression of multiple genes, and the effect of YTHDF2 on LUAD could have a global effect on multiple targets. However, this effect needs further verification.

In summary, we showed that YTHDF2 deficiency inhibited lung cancer cell proliferation and migration by modulating m6A levels of AXIN1, and impeding the activation of Wnt/β-catenin signaling. These findings illustrated the underlying mechanism of LUAD tumorigenesis and migration regulated by m6A-modified reader, and provided a new direction for the development of effective therapeutic strategies for the treatment of lung adenocarcinoma.

## Materials and methods

### Reagents and antibodies

Antibodies against YTHDF2 (catalog number: 24744-I-AP) was purchased from Proteintech (Wuhan, Hubei, P.R.C). Antibodies against AXIN1, β-catenin, β-actin, c-jun, c-Myc, and secondary antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). Protein G Sepharose 4 Fast Flow was acquired from GE.

### Cell culture and tissue samples

The human LUAD cell lines A549 and H1792 were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS, Gibco, Thermo Scientific, Grand Island, NY, USA). Human embryonic kidney-derived cells HEK293T were cultured with Dulbecco’s modified Eagle medium (DMEM) with 10% FBS. Cells were cultured at 37 °C in a humidified incubator containing 5% CO_2_. All cells were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). All cells were commercially authenticated by short tandem repeats genotyping (Guangzhou Jenniobio Co., Ltd, Guangzhou, China), and tested for mycoplasma contamination in March 2020. Primary LUAD tumors and adjacent normal tissues of eight patients were used. The study was approved by the First Affiliated Hospital of Jinan University Ethics Review Board in accordance with the Declaration of Helsinki. Informed consent was obtained from each participant.

### Generation of stable knockdown and overexpression cell lines

Endogenous YTHDF2 was stably knocked down using lentiviral vectors containing shRNA constructs (shYTHDF2#1, 5′-TACTGATTAAGTCAGGATTAA-3′, shYTHDF2#2, 5′-ATGGATTAAACGATGATGAT-3′). H1792 and A549 cells with AXIN1 depleted by (shAXIN1#1, 5′-CACCGGTTCAGGTGAGTCCGACGCC-3′, shAXIN1#2, 5′- CACCGGCCTTCGCTGTACCGTCTAC-3′). Ectopic YTHDF2 was stably overexpressed by using pLVX-puromycin. Lentivirus was produced according to the manufacturer’s instructions. In brief, HEK293T cells were seeded the day before transfection. When the cells reaches 70–90% confluent, the target plasmid and the packaging plasmid psPAX2 and envelope plasmid pMD2.G were co-transfected into HEK293T cells through Lipofectamine™ 3000 Transfection reagent (Life Technologies, Carlsbad, USA). After 48–72 h, the lentivirus-containing supernatant medium was collected, filtered, concentrated, and used to infect target cells. After 48 h, puromycin was added to the target cells for resistance screening. The knockdown of endogenous proteins and overexpression of ectopic proteins were confirmed through western blot analyses.

### Cell growth assay

The LUAD cells were cultured in six-well plates (5 × 10^4^ cells in each well) for proliferation assay, and at least three multiple wells in each group. Cell growth was measured based on the cell numbers recorded for five consecutive days after seeding.

### Wound healing assay in vitro

5 × 10^5^ LUAD cells were seeded on a six-well plate the day before the experiment. The cells were scratched with a 20 µl pipette tips when the cells were almost 100% confluent. To reduce the effect of cell proliferation, serum-free medium was used. Wound areas were photographed at 0 h and 36 or 48 h by using a microscope. Then the wound area could be calculated by using Image J to manually track the cell-free area of the captured image. Migration rates were quantified by the percentage of area reduction.

### Xenograft lung cancer mouse model

Four-to-five-week-old NOD/SCID male mice were purchased from Beijing Charles River Laboratories. A total of 1 × 10^6^ A549 shYTHDF2 or vector cells diluted in 0.1 ml of PBS were injected into the axilla of six NOD/SCID mice per group. After growth for another 32 days, the mice were sacrificed and isolated the tumors. All experimental protocols were in accordance with the Jinan University Institutional Animal Care and Use Committee.

### Quantitative real-time polymerase chain reaction assay

Total RNA was extracted from cells by using Trizol Reagent (Takara, Dalian, China) in accordance with the manufacturer’s protocol. The PrimeScriptTM RT reagent kit with gDNA eraser (Takara, Dalian, China) was used to reverse transcription of RNA to cDNA. Then the reaction system was configured according to protocol of the SYBR Premix Ex TaqTM II kit, and the levels of RNA transcripts were performed by using the Bio-rad CFX96 real-time PCR system (Biorad, USA). The human housekeeping gene β-actin was used as the reference gene control. The sequences of the primers were as follow: Axin1 forward primer, 5′-TGGAGCCCTGTGACTCGAA-3′, Reverse primer, 5′-GGGACACGATGCCATTGTTATC-3′; FN1 forward primer, 5′-CGGTGGCTGTCAGTCAAAG-3′, Reverse primer, 5′-AAACCTCGGCTTCCTCCATAA-3′; MMP2 forward primer, 5′-GATACCCCTTTGACGGTAAGGA-3′, Reverse primer, 5′-CCTTCTCCCAAGGTCCATAGC-3′; MMP7 forward primer, 5′-GAGTGAGCTACAGTGGGAACA-3′, Reverse primer, 5′-CTATGACGCGGGAGTTTAACAT-3′; CD44 forward primer, 5′-CTGCCGCTTTGCAGGTGTA-3′, Reverse primer, 5′-CATTGTGGGCAAGGTGCTATT-3′. The qRT-PCR conditions were as follows: one cycle at 95 °C for 30 s, 40 cycles at 95 °C for 5 s, 60 °C for 30 s, and then dissociation stage.

### Western blot analysis

The cells were lysed with RIPA on ice for 10 min and then centrifuged at 10,000 rpm at 4 °C for 15 min. The concentrations of protein samples were detected by BCA assay (P0012, Beyotime, China). The protein samples were separated through SDS-polyacrylamide gel electrophoresis and then transferred onto PVDF membranes (Millipore). The membranes were blocked with 5% skimmed milk for 1 h and then incubated on the shaker overnight at 4 °C with the primary antibody, and the secondary antibody was incubated at room temperature for about 1 h. Signals were detected by using an ECL Western blotting detection kit (Thermo Fisher Scientific).

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq)

Total RNA was isolated and purified by using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer’s procedure. Poly (A) RNA was purified from 50 μg total RNA using Dynabeads Oligo (dT) and then was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat.e6150, USA) under 86 °C for 7 min. Then the cleaved RNA fragments were incubated for 2 h at 4 °C with m6A-specific antibody (No. 202003, Synaptic Systems, Germany) in IP buffer. Eluted m6A-containing fragments (IP) and untreated input control fragments were converted to final cDNA library following a strand-specific library preparation by dUTP method. The average size for the paired-end libraries was ~300 ± 50 bp. At last, we performed the 2 × 150 bp paired-end sequencing (PE150) on an illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor’s recommended protocol.

### Bioinformatics analysis of m6A-seq and RNA-seq data

We used HISAT2 (http://daehwankimlab.github.io/hisat2) to map reads to the genome of *Homo sapiens* (Version: GRCh38) with default parameters. Mapped reads of IP and input libraries were provided for R package exomePeak, which identifies m6A peaks with bed or bam format that could be adapted for visualization on the UCSC genome browser or IGV software (http://www.igv.org/). HOMER were used for de novo and known motif finding, followed by localization of the motif with respect to peak summit. Called peaks were annotated by intersection with gene architecture using R package ChIPseeker. Then StringTie was used to perform expression level for all mRNAs from input libraries by calculating FPKM (FPKM = [total_exon_fragments/ mapped_reads(millions) × exon_length (kB)]). The differentially expressed mRNAs were selected with log2 (fold change) >1 or log2 (fold change) <−1 and *P* value < 0.05 by R package edgeR.

### RNA immunoprecipitation reverse-transcription quantitative polymerase chain reaction assays

RNA immunoprecipitation was implemented as previously described with some modifications. Briefly, 1 μg equivalent of m6A or FLAG antibody was conjugated to protein G-conjugated agarose beads (Millipore) on a shaker overnight at 4 °C. A 100 μg equivalent of total RNA was incubated with the antibody in immunoprecipitation buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.5, and 0.5% Triton100) supplemented with RNase inhibitor for 2–3 h at 4 °C. After centrifugation and discarding the supernatant, the sediment was incubated with 300 µl of elution buffer (5 mM Tris-HCl pH 7.5, 1 mM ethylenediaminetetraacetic acid, and 0.05% sodium dodecyl sulfate) supplemented with 2 µl of proteinase k at 50 °C for 1.5 h to elute RNA from the beads. Input and co-immunoprecipitated RNAs were recovered through TRIzol extraction and analyzed via qRT-PCR.

### RNA stability assay and sequencing for mRNA lifetime

After 24 h, A549 and H1792 cells stably expressing shRNA against YTHDF2 or shNS were seeded into six-well plates to 50% confluence. Cells were treated with 5 μg/ml actinomycin D and collected at the indicated time points. Total RNA was extracted by using TRIzol (Takara), and AXIN1 mRNA levels were determined through qRT-PCR. The turnover rate and half-life of mRNA were assessed in accordance with anteriorly reported methods^39^.

### Statistical analysis

Statistical analyses were performed by using SPSS 20.0, GraphPad Prism 6.0, or R 3.6.1 software. Student’s *t*-test or two-way analysis of variance, Pearson *χ*^2^ test, Kaplan–Meier curve with log-rank test were conducted as indicated. Figures were done through GraphPad Prism 6.0 or R 3.6.1 software. Data were expressed as the mean ± standard deviation (S.D.) of at least three independent experiments. *P* ≤ 0.05 was regarded as statistically significant.

## Supplementary information

Supplement legends

Figure s1,s2,s3

Table s1,s2

Table S3

Table S4

## Data Availability

The raw data stored in the GEO (GSE161090).

## References

[1] Torre LA (2015). Global cancer statistics, 2012. Cancer J. Clin..

[2] Ettinger DS (2019). NCCN guidelines insights: non-small cell lung cancer, version 1.2020. J. Natl Compr. Cancer Netw..

[3] Miller KD (2019). Cancer treatment and survivorship statistics, 2019. Cancer J. Clin..

[4] Siegel RL, Miller KD, Jemal A (2019). Cancer statistics, 2019. Cancer J. Clin..

[5] Koch A (2018). Analysis of DNA methylation in cancer: location revisited. Nat. Rev. Clin. Oncol..

[6] Kraiczy J (2019). DNA methylation defines regional identity of human intestinal epithelial organoids and undergoes dynamic changes during development. Gut.

[7] Roundtree IA, Evans ME, Pan T, He C (2017). Dynamic RNA modifications in gene expression regulation. Cell.

[8] Wang X (2015). N(6)-methyladenosine modulates messenger RNA translation efficiency. Cell.

[9] Lin S, Choe J, Du P, Triboulet R, Gregory RI (2016). The m(6)A methyltransferase METTL3 promotes translation in human cancer cells. Mol. Cell.

[10] He L (2019). Functions of N6-methyladenosine and its role in cancer. Mol. Cancer.

[11] Huang H, Weng H, Chen J (2020). The biogenesis and precise control of RNA m(6)A methylation. Trends Genet..

[12] Chen M (2018). RNA N6-methyladenosine methyltransferase-like 3 promotes liver cancer progression through YTHDF2-dependent posttranscriptional silencing of SOCS2. Hepatology.

[13] Ma JZ (2017). METTL14 suppresses the metastatic potential of hepatocellular carcinoma by modulating N(6)-methyladenosine-dependent primary MicroRNA processing. Hepatology.

[14] Wang Q (2020). METTL3-mediated m(6)A modification of HDGF mRNA promotes gastric cancer progression and has prognostic significance. Gut.

[15] Yue B (2019). METTL3-mediated N6-methyladenosine modification is critical for epithelial-mesenchymal transition and metastasis of gastric cancer. Mol. Cancer.

[16] Deng R (2019). m(6)A methyltransferase METTL3 suppresses colorectal cancer proliferation and migration through p38/ERK pathways. Onco.Targets Ther..

[17] Zaccara S, Ries RJ, Jaffrey SR (2019). Reading, writing and erasing mRNA methylation. Nat. Rev. Mol. Cell Biol..

[18] Deng X (2018). RNA N(6)-methyladenosine modification in cancers: current status and perspectives. Cell Res..

[19] Shi H, Wei J, He C (2019). Where, when, and how: context-dependent functions of RNA methylation writers, readers, and erasers. Mol. Cell.

[20] Sheng H (2020). YTH domain family 2 promotes lung cancer cell growth by facilitating 6-phosphogluconate dehydrogenase mRNA translation. Carcinogenesis.

[21] Paris J (2019). Targeting the RNA m(6)A reader YTHDF2 selectively compromises cancer stem cells in acute myeloid leukemia. Cell Stem Cell.

[22] Zhong L (2019). YTHDF2 suppresses cell proliferation and growth via destabilizing the EGFR mRNA in hepatocellular carcinoma. Cancer Lett..

[23] Zhang XC (2019). Comprehensive genomic and immunological characterization of Chinese non-small cell lung cancer patients. Nat. Commun..

[24] Okayama H (2012). Identification of genes upregulated in ALK-positive and EGFR/KRAS/ALK-negative lung adenocarcinomas. Cancer Res..

[25] Su LJ (2007). Selection of DDX5 as a novel internal control for Q-RT-PCR from microarray data using a block bootstrap re-sampling scheme. BMC Genom..

[26] Landi MT (2008). Gene expression signature of cigarette smoking and its role in lung adenocarcinoma development and survival. PLoS ONE.

[27] Wei TY (2012). Protein arginine methyltransferase 5 is a potential oncoprotein that upregulates G1 cyclins/cyclin-dependent kinases and the phosphoinositide 3-kinase/AKT signaling cascade. Cancer Sci..

[28] Wang X (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[29] Huang H, Weng H, Chen J (2020). m(6)A modification in coding and non-coding RNAs: roles and therapeutic implications in cancer. Cancer Cell.

[30] Zhan T, Rindtorff N, Boutros M (2017). Wnt signaling in cancer. Oncogene.

[31] Yang S (2017). FOXP3 promotes tumor growth and metastasis by activating Wnt/beta-catenin signaling pathway and EMT in non-small cell lung cancer. Mol. Cancer.

[32] Liu L (2019). m(6)A mRNA methylation regulates CTNNB1 to promote the proliferation of hepatoblastoma. Mol. Cancer.

[33] Yao MD (2020). Role of METTL3-Dependent N(6)-methyladenosine mRNA modification in the promotion of angiogenesis. Mol. Ther..

[34] Pi, J. et al. YTHDF1 promotes gastric carcinogenesis by controlling translation of FZD7. *Cancer Res*. 10.1158/0008-5472.CAN-20-0066 (2020).10.1158/0008-5472.CAN-20-006632788173

[35] Han B (2020). YTHDF1-mediated translation amplifies Wnt-driven intestinal stemness. EMBO Rep..

[36] Miao W, Chen J, Jia L, Ma J, Song D (2019). The m6A methyltransferase METTL3 promotes osteosarcoma progression by regulating the m6A level of LEF1. Biochem. Biophys. Res. Commun..

[37] Tang B (2020). m(6)A demethylase ALKBH5 inhibits pancreatic cancer tumorigenesis by decreasing WIF-1 RNA methylation and mediating Wnt signaling. Mol. Cancer.

[38] Li VS (2012). Wnt signaling through inhibition of beta-catenin degradation in an intact Axin1 complex. Cell.

[39] Huang H (2018). Recognition of RNA N(6)-methyladenosine by IGF2BP proteins enhances mRNA stability and translation. Nat. Cell Biol..

# Supplementary material for: RNA m6A reader YTHDF2 facilitates lung adenocarcinoma cell proliferation and metastasis by targeting the AXIN1/Wnt/β-catenin signaling
**Source:** Cell Death Dis. 2021 May 13;12(5):479. doi: 10.1038/s41419-021-03763-z
**Supplement:** Supplementary file 1 — Supplement legends

**Supplements**

Figure s1. m6A WER expression in LUAD and the YTHDF2 expression in different tumors. (a) Histogram of the expression of m6A WERs in the TCGA and CHOICE database of LUAD. (b) Relative RNA levels of YTHDF2 in different tumors in TCGA. (c) Kaplan–Meier analysis of LUAD in GEO (GSE31210, GSE37745, and GSE3141) for correlations between YTHDF2 expression and overall survival.

Figure s2.(a)The protein levels of YTHDF2 in A549 and H1792 cells with YTHDF2 knockdown or YTHDF2 overexpression were measured by western blot.(b) Trypan blue live cell count assays were performed to determine cell growth after YTHDF2 was over-expressed or knockdown or the combine in A549 and H1792 cells. (c) Colony formation assays of A549 and H1792 cells described in (b). (d) Ectopic overexpression of YTHDF2 significantly rescued YTHDF2-silenced A549 and H1792 cell invasive capabilities as examined by Transwell invasion assays. Data are shown as means ± S.D.; **P* < 0.05, ***P* < 0.01 and ****P* < 0.001 compared with control cells. (d) Immunoblotting of lysates from A549 cells transfected with shCtrl, YTHDF2, shYTHDF2-2, YTHDF2, and/shYTHDF2-2 vector. Expression levels of c-jun, c-Myc, β-catenin, and AXIN1 were measured. β-actin was used as a loading control.

Figure s3. (a) GSEA plots showing that the pathways of DEGs altered by YTHDF2 were involved in LUAD. (b–c) KEGG and GO enrichment analysis of the common genes identified by m6A-seq analysis and the targets identified by CLIP and RIP.

Table S1. Correlation analysis for clinicopathologic variables in YTHDF2 expression among 513 lung adenocarcinoma patients in TCGA database

Table S2. Correlation analysis for clinicopathologic variables in YTHDF2 expression among 131 lung adenocarcinoma patients in CHOICE study

Table S3. The regulated gene expression of the loss of YTHDF2 in shYTHDF2 relative to in vector A549 cells.

Table S4. KEGG and GO enrichment analysis of overlapping the genes from RNA-seq, m6A-seq, PAR-CLIP, and RIP-seq.

# Supplementary material for: RNA m6A reader YTHDF2 facilitates lung adenocarcinoma cell proliferation and metastasis by targeting the AXIN1/Wnt/β-catenin signaling
**Source:** Cell Death Dis. 2021 May 13;12(5):479. doi: 10.1038/s41419-021-03763-z
**Supplement:** Supplementary file 2 — Figure s1,s2,s3

## Slide 1
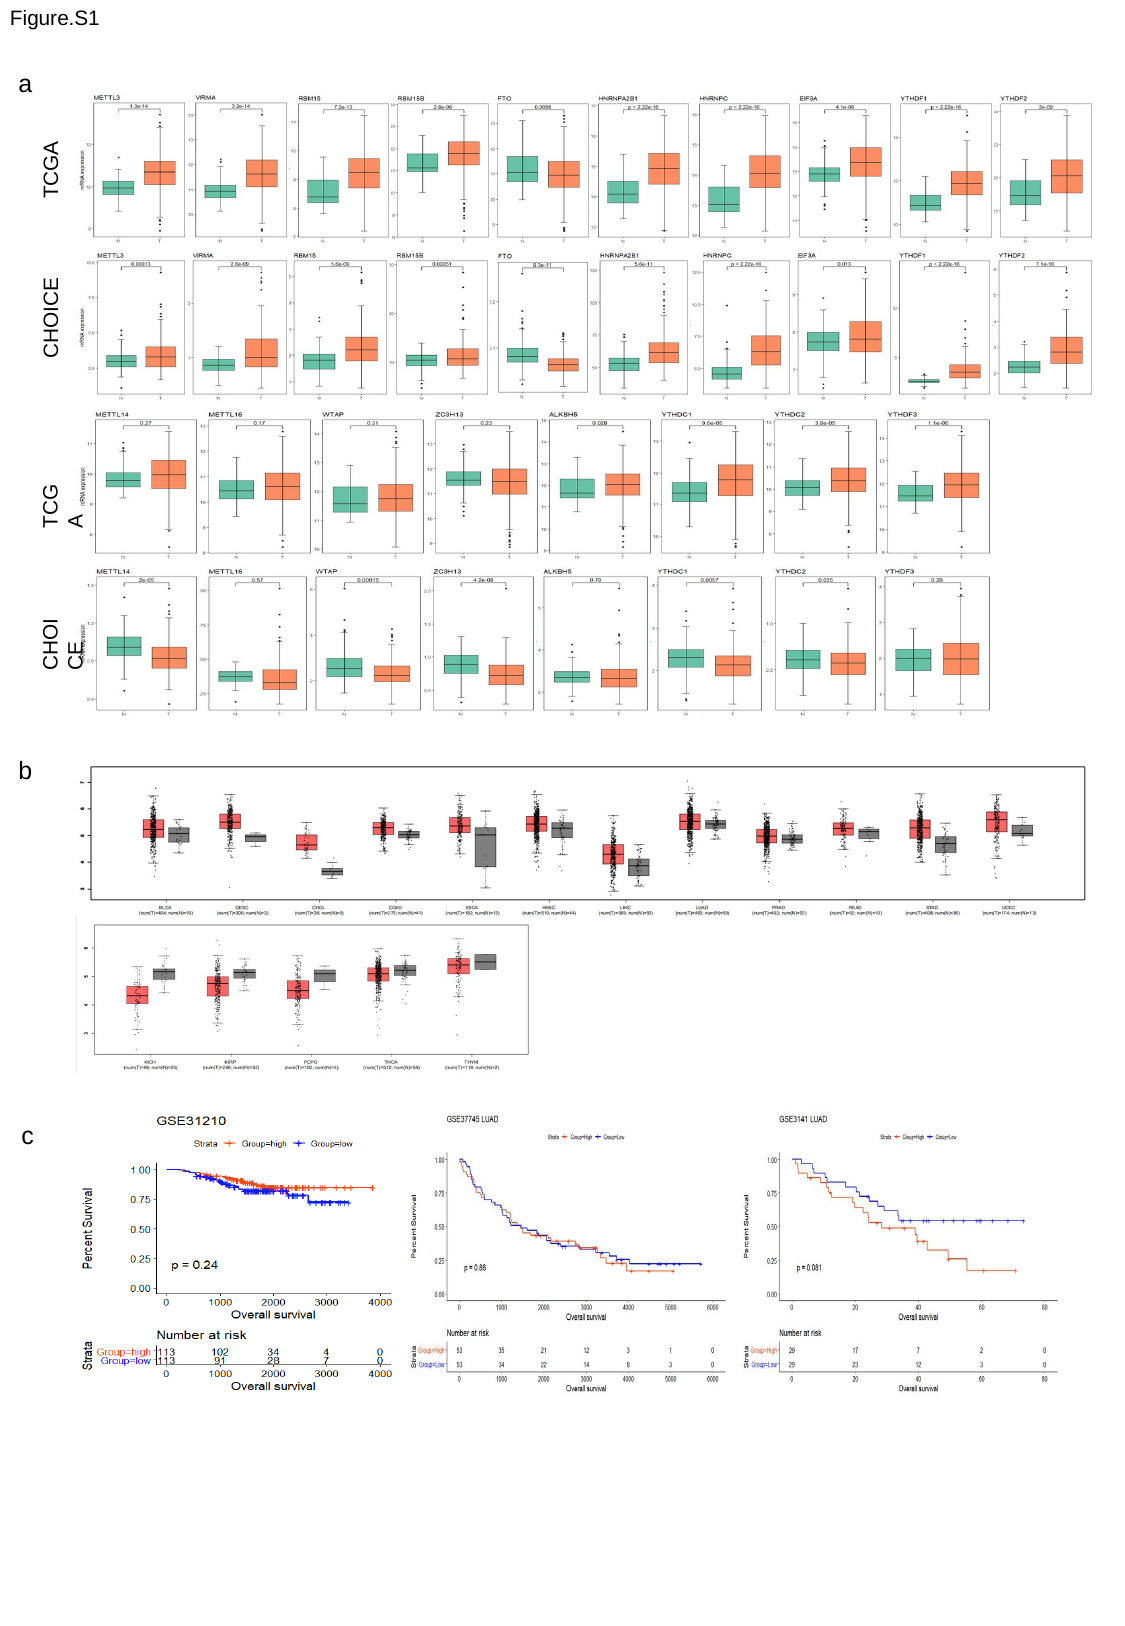

Figure.S1
a
TCGA
CHOICE
TCGA
CHOICE
b
c

## Slide 2
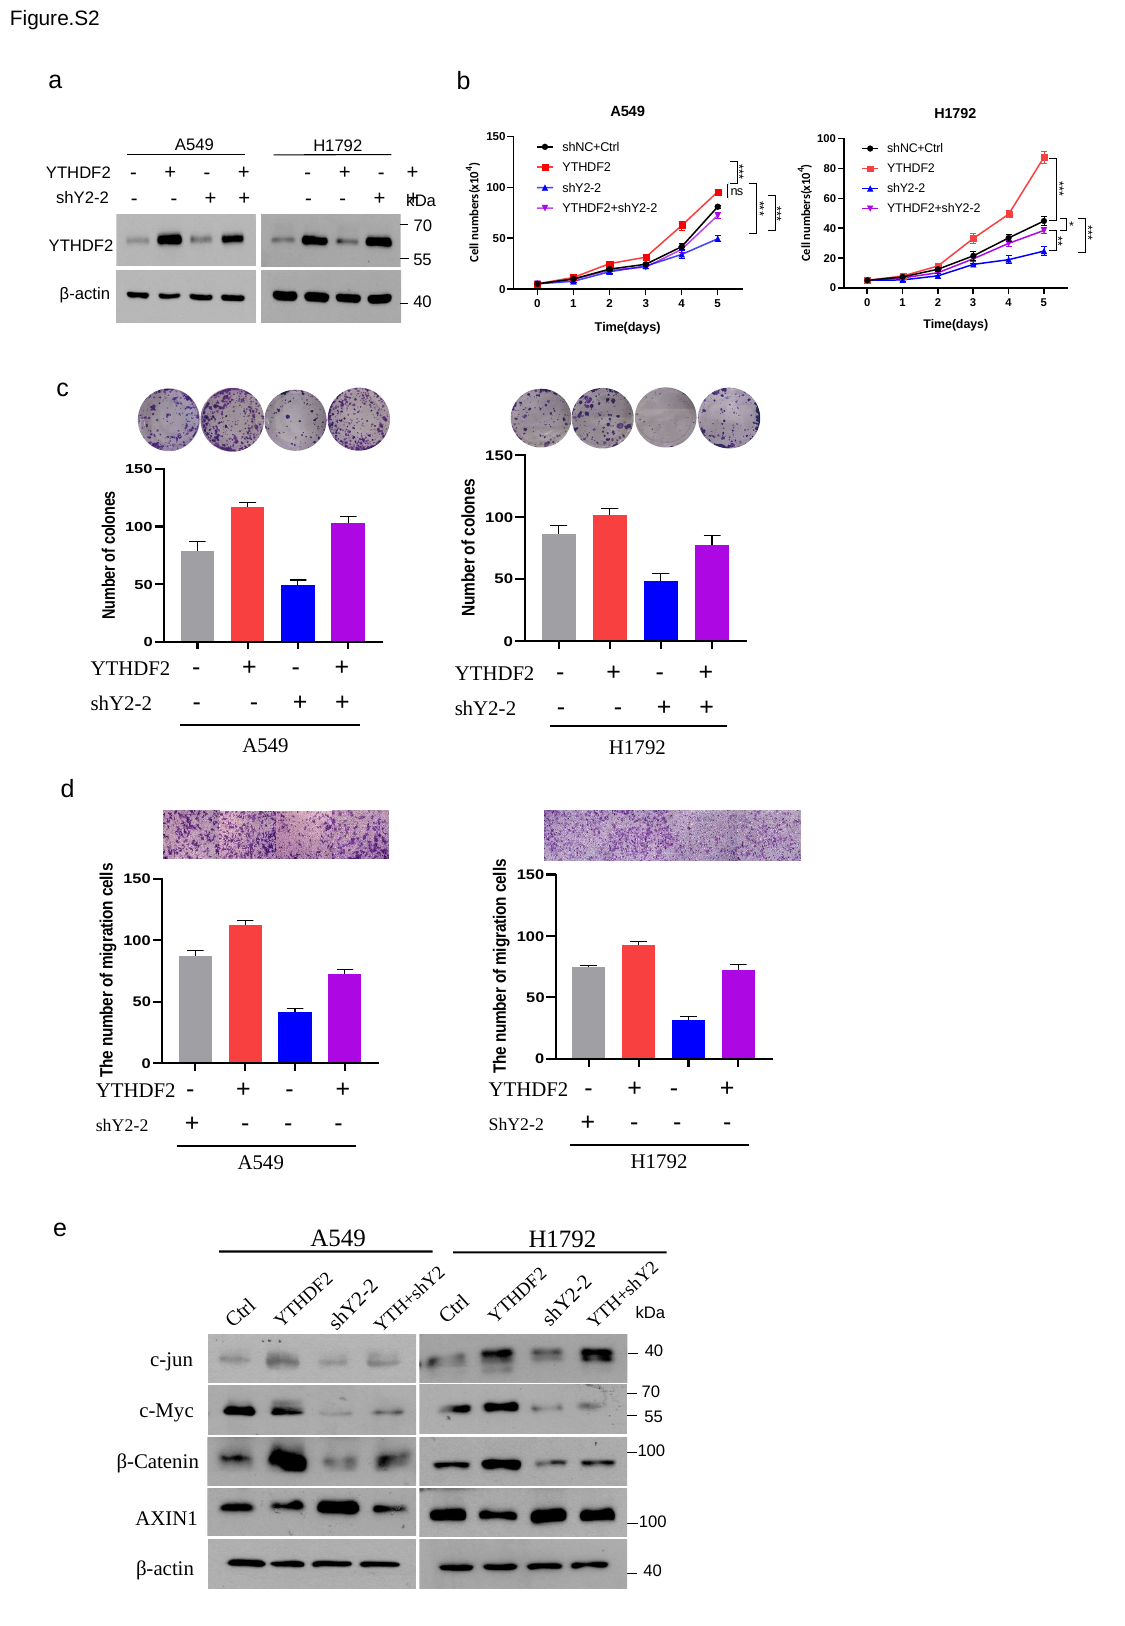

Figure.S2
a
b
A549
H1792
- + - + - + - +
YTHDF2
- - + + - - + +
shY2-2
kDa
70
YTHDF2
55
β-actin
40
c
YTHDF2 - + - +
shY2-2 - - + +
H1792
YTHDF2 - + - +
shY2-2 - - + +
A549
d
YTHDF2 - + - +
ShY2-2 + - - -
H1792
YTHDF2 - + - +
shY2-2 + - - -
A549
e
A549
H1792
YTHDF2
YTHDF2
YTH+shY2
shY2-2
YTH+shY2
shY2-2
Ctrl
Ctrl
kDa
40
c-jun
70
c-Myc
55
100
β-Catenin
AXIN1
100
β-actin
40

## Slide 3
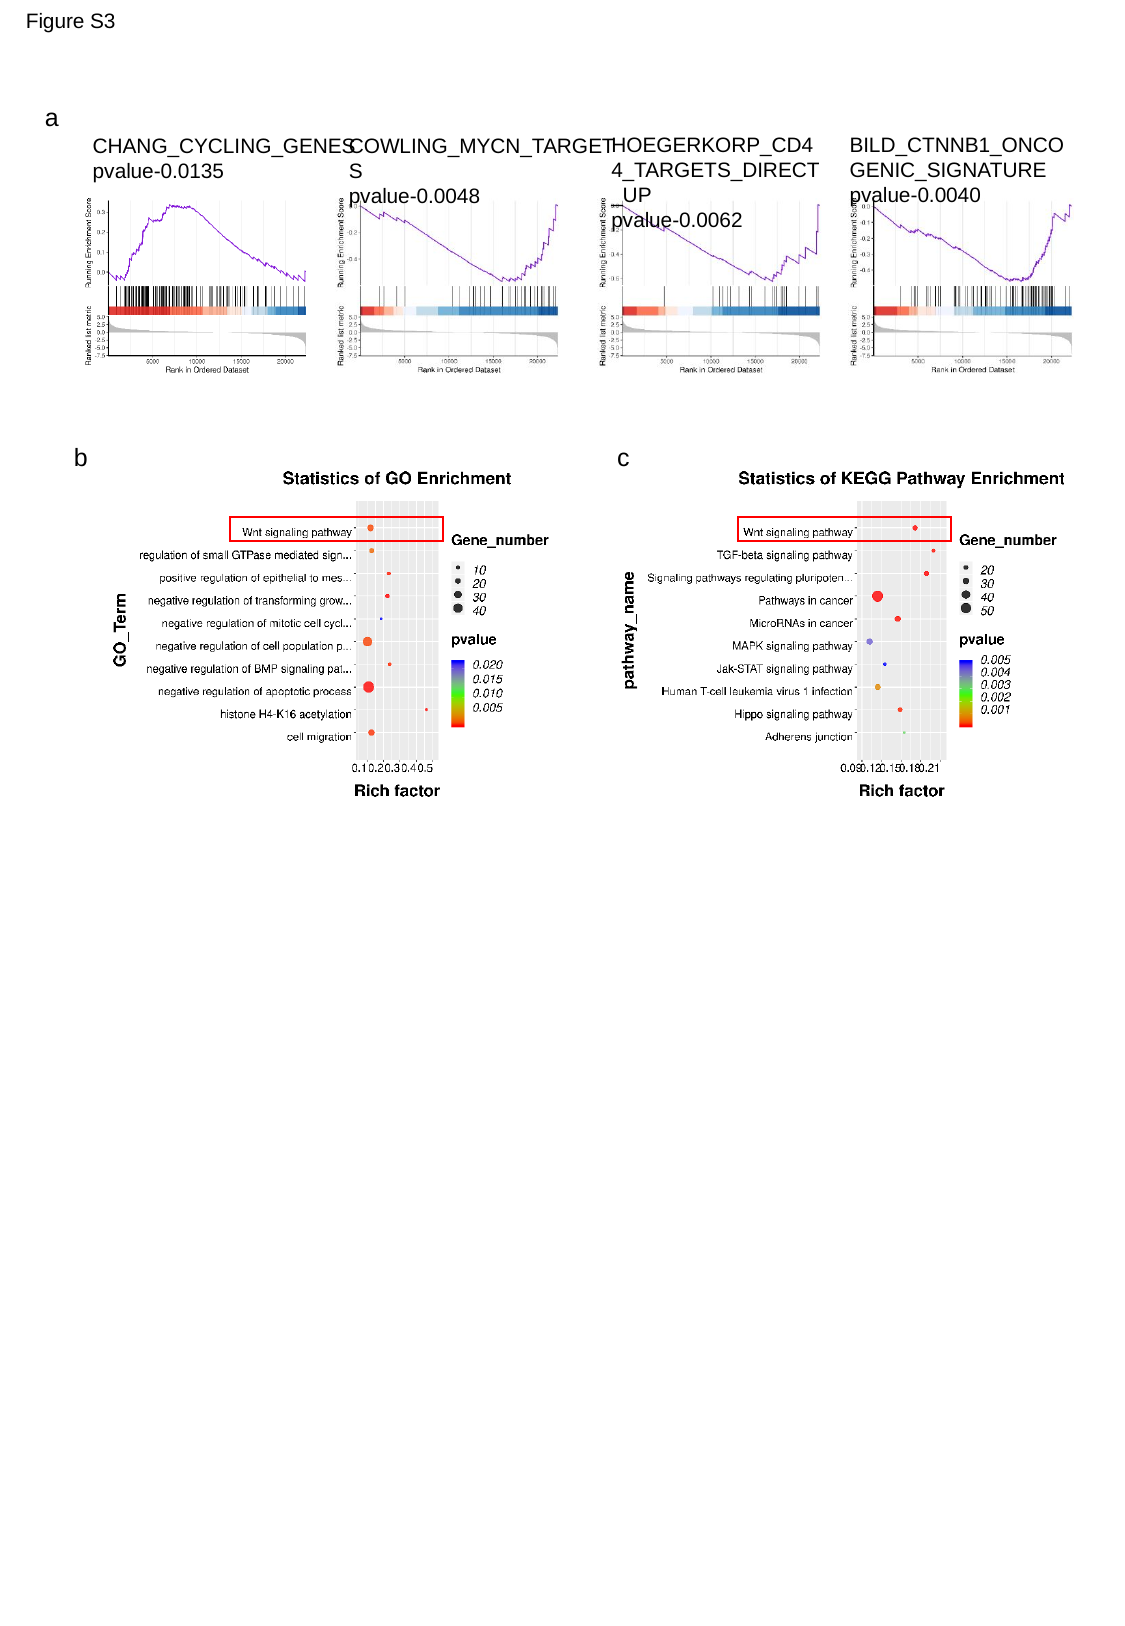

Figure S3
a
HOEGERKORP_CD44_TARGETS_DIRECT_UP
pvalue-0.0062
BILD_CTNNB1_ONCOGENIC_SIGNATURE
pvalue-0.0040
CHANG_CYCLING_GENES
pvalue-0.0135
COWLING_MYCN_TARGETS
pvalue-0.0048
b
c

# Supplementary material for: RNA m6A reader YTHDF2 facilitates lung adenocarcinoma cell proliferation and metastasis by targeting the AXIN1/Wnt/β-catenin signaling
**Source:** Cell Death Dis. 2021 May 13;12(5):479. doi: 10.1038/s41419-021-03763-z
**Supplement:** Supplementary file 3 — Table s1,s2

**Table S1:** **Correlation analysis for clinicopathologic variables in YTHDF2 expression among 513 lung adenocarcinoma patients in TCGA database**

| Characteristic | low YTHDF2  n (%) | high YTHDF2  n (%) | *P* value |
| --- | --- | --- | --- |
| Total | 256 (49.9) | 257 (50.1) |  |
| Age, years |  |  | 0.526 |
| ≤ 60 | 81 (15.8) | 81 (15.8) |  |
| > 60 | 175 (34.1) | 176 (34.3) |  |
| Gender |  |  | 0.312 |
| Male | 115 (22.4) | 122 (23.8) |  |
| Female | 141 (27.5) | 135 (26.3) |  |
| Clinical stage |  |  | 0.295 |
| Ⅰ-Ⅱ | 195 (38.0) | 201 (39.2) |  |
| Ⅲ-Ⅳ | 58 (11.3) | 52 (10.1) |  |
| Tumor invasion depth |  |  | 0.809 |
| T1 | 87 (17.0) | 83 (16.2) |  |
| T2 | 135 (26.3) | 144 (28.1) |  |
| T3 | 25(4.9) | 20(3.9) |  |
| T4 | 9(1.7) | 10(1.9) |  |
| Lymph node metastasis |  |  | 0.663 |
| N0 | 166 (32.4) | 174 (33.9) |  |
| N1 | 48 (9.4) | 48 (9.4) |  |
| N2-3 | 42 (8.2) | 35 (6.8) |  |
| Distant metastasis |  |  | 0.350 |
| M0/Mx | 244(47.6) | 242 (47.2) |  |
| M1 | 12 (2.3) | 15 (2.9) |  |

**Table S2: Correlation analysis for clinicopathologic variables in YTHDF2 expression among 131 lung adenocarcinoma patients in CHOICE study**

| Characteristic | low YTHDF2  n (%) | high YTHDF2  n (%) | *P* value |
| --- | --- | --- | --- |
| Total | 65 (49.6) | 66 (50.4) |  |
| Age, years |  |  | 0.457 |
| ≤ 60 | 25 (19.1) | 27 (20.6) |  |
| > 60 | 40 (30.5) | 39(29.8) |  |
| Gender |  |  | 0.218 |
| Male | 48(36.6) | 43 (32.8) |  |
| Female | 16 (12.2) | 21(16.0) |  |
| Clinical stage |  |  | 0.402 |
| Ⅰ-Ⅱ | 46 (35.1) | 49 (37.4) |  |
| Ⅲ-Ⅳ | 19 (14.5) | 17 (13.0) |  |
| Tumor invasion depth |  |  | 0.699 |
| T1 | 14 (10.7) | 18 (13.7) |  |
| T2 | 39 (29.8) | 35 (26.7) |  |
| T3-4 | 12(9.2) | 12(9.2) |  |
| Lymph node metastasis |  |  | 0.500 |
| N0 | 46(35.1) | 45 (34.4) |  |
| N1-2 | 19 (14.5) | 20 (15.3) |  |
| Distant metastasis |  |  | 0.491 |
| M0 | 61(46.6) | 63 (48.1) |  |
| M1 | 4 (3.1) | 3 (2.3) |  |

How the deposited data were processed for this re-analysis (not part of the article)

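The data are 4 libraries from A549 cells, an input library and an m6A IP library from cells with a control vector (shNC) and from cells with an shRNA against YTHDF2 (shY2-2). Conditions were taken from the labels of the samples and from the methods of the paper. Each condition has 1 library of each kind, so comparisons between conditions describe these libraries and have no replicate check.

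The authors mapped reads to GRCh38 with HISAT2 and calculated the deposited FPKM values per gene with StringTie from the input libraries. No count test was run here, since FPKM values are not counts. The authors called peaks with exomePeak on the IP library against the input library of each condition. Each peak's deposited p-value, the deposited log10 scores of its p-value and FDR, and the deposited fold enrichment, a linear ratio of IP over input, are the authors' values. The largest p-value in either deposited list is 0.049, and the text of the paper does not state the limit used to call peaks. Versions of the tools and the release of the authors' annotation are not stated in the text of the paper.

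Ratios were computed as log2((FPKM shY2-2 + 1)/(FPKM shNC + 1)) over the 12268 genes with an FPKM of at least 1 in at least 1 input library. No FPKM column was left without a sample. The number of fragments behind an FPKM value and the number of reads behind a peak are unknown, so no precision from depth can be given for either; 95% Wilson intervals on shares of peaks cover the counting of peaks only. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins, with 2.5 and 97.5 as the limits of the range. Single genes were placed among the 500 genes closest in mean FPKM. Enrichment of KEGG and GO terms with at least 5 background genes was tested with one-sided Fisher's exact tests and Benjamini-Hochberg adjustment. Distinct peaks were compared by overlap of their exonic blocks on the same strand, by at least 1 bp. Peak locations were taken from the authors' annotation and, separately, from the canonical transcripts of GENCODE release 44 on GRCh38, with windows of 100 nt around the start and stop codons. Of the 28283 genes of the FPKM table, 27939 are in that release. Motifs were counted in the spliced reference sequence of each peak and in its dinucleotide-preserving shuffle.

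The genes named are those the paper measured or selected in A549 cells, PGD, which the paper names from an earlier study, the Wnt pathway genes of Table S4 with the lowest and the highest log2 ratio, the changed genes of the KEGG Wnt pathway, and the 5 genes with the highest and the 5 with the lowest log2 ratio among genes past the threshold with a standard symbol. The pairs of overlapping genes were named after their values were seen. The full gene lists of the focal adhesion and Wnt results are not reported here. The CLIP and RIP list and the 678 common genes come from Table S4, and the paper's gene list from Table S3. Gene sets of the paper's GSEA and HOMER's motif search were not used here. Results for quantitative PCR, western blots and other cell lines were not analysed here.

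Main settings and 150 of the 179 recomputed values under alternatives were chosen before the data were examined. The alternatives were another pseudocount, other filters on FPKM, centring of the ratios, other thresholds and backgrounds for enrichment, stricter peak filters, other overlap rules, other location rules and another motif control. The other 29 were added after the data were seen: an FDR of at most 0.05, location by midpoint, and random lists matched also on spliced length or GC content in 10 by 10 bins.

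The steps were tested on simulated data. Of 200 genes changed in simulated values for 12268 genes, 166 were recovered past the threshold, including all 133 with an FPKM of at least 5, and no unchanged gene was called. An unchanged gene could hardly pass, because the simulated noise was small against the threshold and equal at every FPKM. The absence of such calls therefore says nothing about false calls among the genes changed in these libraries. Of 100 random lists of 200 genes, 2 fell outside the range, and all 100 lists shifted by 0.15 did. All 20 planted terms passed and none of 200 other simulated terms did. Peak overlaps equalled a direct comparison in 300 of 300 cases, locations were right in 10 of 10 cases, and 500 of 500 shuffles kept their dinucleotide counts.

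Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.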

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

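The test for shared exon sequence was chosen after these genes had been seen. Among the 5 genes with a standard symbol and the highest log2 ratios, 3 are outside Table S3 and are not discussed in the paper, and each was higher in the shY2-2 input library than in the shNC control library. CLDN2 (chromosome X, 106900164 to 106930861) had an FPKM of 0.0469 in shNC and 10.4 in shY2-2. SNORD14B (chromosome 11, 17075779 to 17075868) had 0.12 and 6.80, and MIR2277 (chromosome 5, 93620696 to 93620788) had 0.12 and 6.53.

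A technical explanation is fragments divided differently between overlapping gene models on the same strand. Of the 3 genes, 2 share exon sequence with another gene on their strand: all 90 nt of SNORD14B lie in RPS13 and all 93 nt of MIR2277 in FAM172A. The host genes hardly moved, with log2 ratios of -0.10 for RPS13 and -0.23 for FAM172A. CLDN2 shares no exon sequence with a gene on its strand in the GENCODE release used here. The FPKM values rest on the authors' annotation, which differs, so an overlap there was not excluded. Another explanation is an expression estimate lost in one library, in which case an m6A peak of the gene would be present in shNC. The number of these genes with a peak in the shNC list was 0, the outcome set in advance to count against a lost estimate. None had a peak in the shY2-2 list either. The reading was therefore changed to undecided after the outcome was seen, since without peaks in either list the test cannot separate the explanations. SNORD14B and MIR2277 cannot be told apart from misassigned fragments. For CLDN2 a lost estimate in the shNC library remains possible, and a response to the knockdown was not tested, since each condition has 1 library.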

How the results depend on the processing

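Across 53 results, 179 values were recomputed under alternatives. Of these, 89 kept the result, 76 moved, 5 became weaker, 6 became stronger and 3 reversed. To keep the result, a test had to stay on its side of the threshold, a count within 1.5 times, a share of peaks inside its 95% interval, and the ratio of a single gene at its printed value. Where a value changed, the cause was not tested. No paired analysis was possible because each condition has 1 library.

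With a pseudocount of 0.1, 315 genes were higher and 602 lower after knockdown, against 121 and 262. The log2 ratio of AXIN1 became 0.42 and that of YTHDF2 -1.71. Centring the ratios on the median of genes with an FPKM of at least 1 in both libraries gave 0.36 and -1.19. The share of higher genes among changed genes stayed between 30.4% and 34.4% under all settings. Dropping the FPKM filter cannot move the counts, since with a pseudocount of 1 a gene under FPKM 1 in both libraries cannot pass the threshold, and the direction of the Table S3 genes is fixed as well; neither shows stability. With genes of FPKM of at least 5, GO cell migration moved inside the range (percentile 2.86), and the CLIP and RIP list moved below it (percentile 1.43, against 8.87). The other gene sets kept their side with either setting. With lists matched also on spliced length, chosen after seeing the data, the 678 genes of Table S4 moved above the range (percentile 99.2).

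With a threshold of 1.5-fold, 10 KEGG terms and 35 GO terms had an adjusted p under 0.05 by Fisher's exact test, against 1 and 17. With the genes of Table S3, 7 KEGG terms passed, and with all annotated genes as the background, 9 GO terms. ABC transporters went from an odds ratio below 1 to above 1 at the 1.5-fold threshold and with the genes of Table S3, with an adjusted p of 1 in both, and cell differentiation did so at the 1.5-fold threshold (adjusted p 0.855).

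With a fold enrichment of at least 2, there were 17918 shNC and 16233 shY2-2 peaks, 8165 and 8128 of them shared, and 1 AXIN1 peak in shY2-2; 60.5% of shNC peaks were in 3′-UTRs. With a fold enrichment of at least 4, there were 5890 and 6252 peaks in 4483 and 4860 genes, 1763 and 1716 shared peaks, 53.2% and 51.5% in 3′-UTRs, 193 tagged targets, and 0 AXIN1 peaks in either list. With an FDR of at most 0.001, there were 9884 and 8636 peaks in 6061 and 5396 genes, 6839 and 6884 shared peaks, 66.6% and 66.5% in 3′-UTRs, 444 tagged targets and 1 AXIN1 peak in shY2-2. With an FDR of at most 0.05, chosen after seeing the data, there were 17510 and 14247 peaks, 7781 genes in shY2-2, 10807 and 10981 shared peaks, 63.3% and 64.1% in 3′-UTRs, and 2 AXIN1 peaks in shY2-2. When an overlap had to cover at least 50% of each peak, 11531 shNC and 11520 shY2-2 peaks were shared. By overlap with the reference annotation, 48.2% and 50.3% of peaks met a 3′-UTR, and by midpoint, chosen after seeing the data, 44.9% and 49.6% lay there outside the stop codon window.

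Against neighbouring exonic sequence in place of shuffled sequence, the odds ratio of GGAC was 1.27 in shNC and 1.22 in shY2-2, both past the threshold, which the shuffled control did not reach. The enrichment of Wnt terms among the overlapping genes kept an unadjusted Fisher's exact p under 0.05 with both other backgrounds. With the FDR of at most 0.05 the genes are the 678 of Table S4, so that setting shows no stability, and the stricter filters were not tried for it. Among all results not printed in this section, 25 other values moved, 4 became weaker and 2 stronger, most of the moved ones being shares of peaks in 5′-UTRs and other exons. Unknown depth limits the FPKM ratios of low genes and the fold enrichment of peaks in such genes.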

Differences from the paper's values

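The paper's numbers of m6A peaks are 11307 in shNC and 10994 in shY2-2, in 6275 and 6038 genes. The deposited lists hold 31057 and 27344 distinct peaks in 11988 and 11937 genes. Of the alternatives set before the data were examined, an FDR of at most 0.001 brought all 4 numbers within 1.5 times the paper's (9884 and 8636 peaks in 6061 and 5396 genes). A fold enrichment of at least 4 did so for the genes (4483 and 4860) and not for the peaks (5890 and 6252), and a fold enrichment of at least 2 only for the shY2-2 peaks (16233). Of 168 combinations of limits on p, FDR and fold enrichment tried after seeing the values, 0 gave the paper's 4 numbers; the closest, an FDR of at most 0.01 with a fold enrichment of at least 1.5, was off by up to 14.9%.

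The paper's text gives 48.2% in shNC and 44.6% in shY2-2 as located in protein-coding transcripts, and Fig. 4f labels these shares as CDS, the reading used here. The authors' annotation in the deposited lists labels 25.4% and 24.6% of peaks as exons outside the UTRs. It gives each peak 1 label, and a peak labelled UTR can lie in coding sequence, so these shares do not measure the coding share. Overlap with the coding sequence of the reference annotation gave 53.4% and 47.9%, within 1.5 times the paper's values; none of the stricter peak filters did. The paper's shares for stop codons and 3′-UTRs are 22.6% and 23.7%, while the deposited annotation labels 59.1% and 59.5% of peaks as 3′-UTR. None of the alternatives set before the data were examined closed this gap; overlap with the 3′-UTR of the reference gave 48.2% and 50.3%. The window of 100 nt around the stop codon, without the rest of the 3′-UTR, was overlapped by 22.0% and 21.9% of peaks. For the 5′-UTR in shNC, the paper's share is about 9.8% in Fig. 4f, read by eye, against 15.5% here; overlap with the reference gave 9.32%, and the stricter peak filters did not close the gap.

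The number of common genes in the paper is 678, against 994 from the lists as deposited, which is within 1.5 times. With an FDR of at most 0.05, a limit chosen after seeing the values, the number was 678, and they were the same 678 genes as in Table S4. Other limits tried in the same search were an FDR of at most 0.01, which gave 563 genes, and -1.3 on the rounded log10 of the FDR, which gave 683; all peaks and an FDR of at most 0.001 gave 994 and 444. At the FDR of at most 0.05 there were 17510 and 14247 peaks in 8868 and 7781 genes. With all annotated genes as the background, a setting fixed before the data were examined, the Wnt pathway p of the 678 genes was 6.64e-05 by Fisher's exact test, the value that Table S4 gives.

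The paper names the MAPK and Wnt signaling pathways, focal adhesion and ABC transporters as altered. Their adjusted p-values by Fisher's exact test here were 0.30, 0.958, 1 and 1. None of them passed the adjustment under the alternatives set before the data were examined. The paper's text does not state an adjustment for these terms, so the adjusted p can be a stricter limit than the paper's. Without adjustment, MAPK signaling had a Fisher's exact p of 0.0205 here, and its p stayed under 0.05 with each alternative. Focal adhesion had 0.012 at the 1.5-fold threshold and was above 0.05 otherwise. Wnt signaling and ABC transporters were above 0.05 in every setting. The genes of Table S3 were not tested against all annotated genes. Of the GO terms the paper names, cell adhesion (adjusted p 0.129), cell migration, cell differentiation and cell proliferation (adjusted p 1 each) did not pass here; cell adhesion passed at the 1.5-fold threshold (0.00451) and with the genes of Table S3 (0.00907), both set before the data were examined. The paper describes stem cell and Wnt gene sets as associated with the knockdown. The GO and KEGG sets used here, which are not the sets of the paper's GSEA, lay inside the range of random lists, at percentiles between 16.0 and 63.8.

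The paper reports an m6A motif with GGAC in peaks. The share of peaks with GGAC did not pass the threshold against shuffled sequence here (Fisher's exact p 0.166 in shNC and 0.380 in shY2-2). That test did not pair a peak with its own shuffle, and most sequences of either kind held GGAC, so it can miss a difference. The density of GGAC was higher in peaks than in their shuffles (4.10 against 3.81 per kb in shNC, 3.95 against 3.80 in shY2-2, not tested). Presence did pass against neighbouring exonic sequence of unmatched base composition, an alternative set before the data were examined (Fisher's exact p 2.42e-28 and 4.27e-17).

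The paper describes more m6A on AXIN1 after knockdown. The deposited lists give 1 AXIN1 peak in shNC and 4 in shY2-2. The shNC peak covers 960 nt at the start codon and lies at percentile 76.1 of fold enrichment in its own list. Within its region the shY2-2 list has a peak of 331 nt, at percentile 55.9 of its own list, and a peak of 241 nt. The lists were called separately, so these values do not measure a change in m6A.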

Other observations

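The tests of overlapping gene models, of short genes and of the p-values of Table S3 were chosen after the results had been seen. The other tests, including those of transcript length and GC content, were chosen after the data had been examined in part, before their own outcome was computed.

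Genes with a log2 FPKM ratio past 1 in either direction included some whose partner on the same strand moved the opposite way. RAD50 fell from an FPKM of 12.8 to 0.691 while AC116366.3, with which it shares 8124 nt of exon sequence on chromosome 5, rose from 0.177 to 7.14. PTGES3L-AARSD1 fell from 9.02 to 0.229 and AARSD1 rose from 3.76 to 13.0, and MIR3615 fell from 11.2 to 0.501 and SLC9A3R1 rose from 7.34 to 25.7. A candidate explanation is fragments divided differently between overlapping gene models on the same strand. Of 381 changed genes found in the reference, 97 (25.5%) share exon sequence with another listed gene on their strand, against 15.5% in expression-matched random lists (11.8% to 19.2% in the central 95% of lists), at percentile 100 of 10000 lists. A partner that moved the other way by over 1.5-fold was found for 28 of the 97 genes only. Another is genes shorter than the library fragments: 41 of the 381 (10.8%) have a spliced length under 300 nt, against 2.36% in the random lists, again at percentile 100. Without the genes of either kind, 67 genes were higher and 192 lower among 10153, so these explanations may account for some of the changed genes and not for all. Both tests concern lists, and neither bears on a single gene such as YTHDF2.

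The p-values of Table S3 follow the fold change closely among the listed genes. Across its 417 genes the Spearman rho of the size of the log2 fold change and the p-value is -0.99, which is consistent with p-values set by the FPKM ratio alone and not by how many fragments stand behind it. The ratio alone does not decide which genes are listed, since CLDN2, SNORD14B, MIR3658 and PTGES3L-AARSD1 have large ratios and are not in Table S3, and the reason was not tested. Genes are not independent replicates, and the number is a description. Table S3 marks 23 of the 417 genes as not significant, 9 of them higher and 14 lower, and 73 of the 417 had an FPKM under 1 in both libraries. No biological explanation was tested.

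The paper reasons that YTHDF2 promotes the decay of its m6A-tagged targets. In the input libraries the median log2 ratio of the 678 genes of Table S4 was 0.02, at percentile 57.8 of random lists matched on expression, and that of the CLIP and RIP list was -0.02, at percentile 8.87. Neither lay outside the range of random lists with these settings. Among genes with an FPKM of at least 5 in at least 1 library, the CLIP and RIP list lay below it, at percentile 1.43, and the 678 genes at percentile 26.7. Transcript length and GC content were examined for the 678 genes, 672 of which have a value. Matched also on spliced length, the list lay at percentile 99.2, and matched also on GC content at percentile 15.5. The 678 genes were thus above the range with length matching only. Since they were inside it before matching, these tests could not show that length or GC content made a shift. The CLIP and RIP list lay at percentiles 94.5 and 4.12 under the same matching, so the side of the random median on which it fell depended on the matching.

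AXIN1 had more peaks in the knockdown list than in the control list. A candidate explanation is a higher AXIN1 level in the knockdown input, which gives the peak caller more reads. Among genes whose FPKM was 1.2- to 1.5-fold higher in shY2-2, 519 of 2066 (25.1%) had more peaks in the shY2-2 list, against 382 of 1745 (21.9%) among genes as much lower (odds ratio 1.20, p = 0.0106 by a one-sided Fisher's exact test). The AXIN1 ratio of 1.34 falls in this band. The difference is small, and the AXIN1 peaks cannot be told apart from this explanation with the lists alone.

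Many peaks share one value of fold enrichment. In the shNC list 626 peaks (2.02%) have a fold enrichment of exactly 6.87, and in the shY2-2 list 1376 peaks (5.03%) have exactly 6.94. This is consistent with peaks that rest on very few reads: 37.4% of these shNC peaks lie in genes with an FPKM under 1, against 10.2% of the other shNC peaks (odds ratio 5.28), and in shY2-2 the shares are 47.0% and 12.6% (odds ratio 6.16). No biological explanation was tested.

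Of the genes listed near 0 in one input library and clearly above it in the other, 20 had an FPKM under 0.5 in shNC and at least 2 in shY2-2, and 16 the reverse. These limits on FPKM were set when the test was run. An m6A peak was called in the library where the gene is near 0 for 15 of these 36 genes, and in the other library for 12, a ratio of 1.25. An expression estimate lost in one library was set in advance to give a ratio of at least 0.5. A gene with an FPKM under 0.5 can still have fragments, and peaks are also called in genes with an FPKM under 1. A peak in the low library therefore does not separate a lost estimate from a true change.

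For several other genes the paper has measurements by methods whose data were not analysed here, and PGD is named there only through an earlier study. In the input libraries MMP2 had an FPKM of 2.06 in shNC and 1.41 in shY2-2 (log2 ratio -0.34), MMP7 22.5 and 13.2 (-0.73), and CD44 18.6 and 12.8 (-0.51). MYC had 15.0 and 15.7 (0.06), CTNNB1 28.3 and 26.9 (-0.07), and PGD 712 and 393 (-0.86).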
